# Extracellular Vesicles From Hepatocytes Are Therapeutic for Toxin-Mediated Fibrosis and Gene Expression in the Liver

**DOI:** 10.3389/fcell.2019.00368

**Published:** 2020-01-10

**Authors:** Xinlei Li, Ruju Chen, Sherri Kemper, David R. Brigstock

**Keywords:** extracellular vesicle, hepatocyte, hepatic stellate cell, hepatic fibrosis, inflammation, cell cycle, extracellular matrix, exosome

## Abstract

Extracellular vesicles (EVs) are nano-sized membrane-limited organelles that are liberated from their producer cells, traverse the intercellular space, and may interact with other cells resulting in the uptake of the EV molecular payload by the recipient cells which may become functionally reprogramed as a result. Previous *in vitro* studies showed that EVs purified from normal mouse AML12 hepatocytes (“EV^Norm^”) attenuate the pro-fibrogenic activities of activated hepatic stellate cells (HSCs), a principal fibrosis-producing cell type in the liver. In a 10-day CCl_4_ injury model, liver fibrogenesis, expression of hepatic cellular communication network factor 2 [CCN2, also known as connective tissue growth factor (CTGF)] or alpha smooth muscle actin (αSMA) was dose-dependently blocked during concurrent administration of EV^Norm^. Hepatic inflammation and expression of inflammatory cytokines were also reduced by EV^Norm^. In a 5-week CCl_4_ fibrosis model in mice, interstitial collagen deposition and mRNA and/or protein for collagen 1a1, αSMA or CCN2 were suppressed following administration of EV^Norm^ over the last 2 weeks. RNA sequencing (RNA-seq) revealed that EV^Norm^ therapy of mice receiving CCl_4_ for 5 weeks resulted in significant differences [false discovery rate (FDR) <0.05] in expression of 233 CCl_4_-regulated hepatic genes and these were principally associated with fibrosis, cell cycle, cell division, signal transduction, extracellular matrix (ECM), heat shock, cytochromes, drug detoxification, adaptive immunity, and membrane trafficking. Selected gene candidates from these groups were verified by qRT-PCR as targets of EV^Norm^ in CCl_4_-injured livers. Additionally, EV^Norm^ administration resulted in reduced activation of p53, a predicted upstream regulator of 40% of the genes for which expression was altered by EV^Norm^ following CCl_4_ liver injury. *In vitro*, EVs from human HepG2 hepatocytes suppressed fibrogenic gene expression in activated mouse HSC and reversed the reduced viability or proliferation of HepG2 cells or AML12 cells exposed to CCl_4_. Similarly, EVs produced by primary human hepatocytes (PHH) protected PHH or human LX2 HSC from CCl_4_-mediated changes in cell number or gene expression *in vitro*. These findings show that EVs from human or mouse hepatocytes regulate toxin-associated gene expression leading to therapeutic outcomes including suppression of fibrogenesis, hepatocyte damage, and/or inflammation.

## Introduction

A common pathophysiological feature of chronic liver injury is the excessive production of collagen and extracellular matrix (ECM) components that become deposited as insoluble fibrotic scar material, resulting in physical and biochemical changes which can compromise essential cellular functions. Hepatic stellate cells (HSC) are the major fibrosis-producing cell type in the liver and their fibrogenic actions result from their participation in an orchestrated molecular response to sustained injury that also involves injured hepatocytes, activated resident macrophages, sinusoidal endothelial cells, and infiltrating immune cells. Many studies have documented that numerous soluble or ECM-associated signaling molecules comprise a complex regulatory network that drives and fine-tunes the fibrogenic response via autocrine, paracrine, or matricellular pathways among these various cell types. HSC function is also regulated by juxtacrine pathways that are triggered by direct cell-cell contact. In turn, these studies have highlighted the potential value of targeting components of these pathways in the development of new-generation anti-fibrotics (Ghiassi-Nejad and Friedman, 2008; Cohen-Naftaly and Friedman, 2011). However, in many cases the optimal targets, type of therapeutic agent and mode of administration have yet to be elucidated and there remain few viable options for direct anti-fibrotic therapy in patients whose liver fibrosis does not resolve upon treatment of their primary liver disease.

A newly recognized component of cell-cell communication in the liver is intercellular trafficking of molecules that are contained within nano-sized extracellular vesicles (EVs) such as exosomes or microvesicles. Whereas microvesicles are generally 200–1000 nm in diameter and are formed by budding of the plasma membrane, exosomes are typically 50–200 nm in diameter and arise by inward budding of multivesicular bodies which then fuse with the plasma membrane and cause exosomes to be released from the cell. Despite their distinct pathways of biogenesis, both exosomes and microvesicles mediate cell-cell transfer of their respective molecular payloads that can potentially cause reprograming events in recipient cells. EV cargo molecules include a broad spectrum of microRNAs, mRNAs and proteins that originate from their cells of origin and which are protected from extracellular degradation by the presence of the outer vesicular membrane which also functions to present docking proteins and receptors to recipient cells, allowing for EV uptake either by fusion with the plasma membrane or by endocytosis (Kowal et al., 2016). A role for liver-derived exosomes in fibrosis is suggested by an increase in activation or fibrogenesis in HSC after their exposure to exosomes from lipid-laden hepatocytes (Povero et al., 2015), sinusoidal endothelial cells (Wang et al., 2015), or from activated HSC themselves, the latter of which involved EV-mediated delivery of pro-fibrogenic cellular communication network factor 2 (CCN2), also known as connective tissue growth factor (CTGF; Charrier et al., 2014a; Perbal et al., 2018). However, the molecular composition of the EV molecular payload and the phenotypic status of the recipient cells are critical determinants of how EV action is manifested in the context of liver fibrosis. For example, we have shown that quiescent HSC produce exosomes that attenuate pathways of activation or fibrogenesis in activated HSC due to exosomal transfer into the recipient cells of miR-214 or miR-199a-5p which directly inhibit transcription of CCN2, thus suppressing downstream alpha smooth muscle actin (αSMA) or collagen production and reverting the cells to a more quiescent phenotype (Chen et al., 2014, 2015, 2016b). Hence the molecular cargo in exosomes from HSC may be pro- or anti-fibrogenic depending on the differential activation status of producer versus recipient cell. Similarly, EVs produced by fat-laden hepatocytes drive pro-fibrogenic pathways in HSC (Povero et al., 2015) whereas we recently showed that EVs from normal hepatocytes bind to HSC *in vivo* and have suppressive actions on activated HSC *in vitro* (Chen et al., 2018a). In pursuing the latter findings, we now report that EVs from hepatocytes have anti-fibrotic actions *in vivo* that are associated with attenuated HSC activation and fibrogenesis, hepatocyte recovery, reduced levels of hepatic monocytes and macrophages, and attenuated expression of inflammatory mediators, ECM components, detoxifying cytochromes, and regulators of cell division. These findings reveal that EVs from hepatocytes have previously unrecognized therapeutic actions in the liver.

## Materials and Methods

### CCl_4_-Induced Hepatic Fibrogenesis in Mice

Animal protocols were approved by the Institutional Animal Care and Use Committee of Nationwide Children’s Hospital (Columbus, OH, United States). Male Swiss Webster wild type mice or transgenic (TG) Swiss Webster mice expressing enhanced green fluorescent protein (EGFP) under the control of the promoter for CCN2 (TG CCN2-EGFP (Charrier et al., 2014b); (4–5 weeks old; *n* = 5 per group) were injected i.p. with carbon tetrachloride (CCl_4_; 4 μl in 26 μl corn oil/25 g body weight; Sigma-Aldrich, St. Louis, MO, United States) on Days 1, 3, 5, and 8. Control mice received i.p. corn oil (30 μl/25 g) on the same days. Some mice received i.p. mouse hepatocyte EVs (prepared as described below; 0–80 μg EV protein per 25 g body weight) on Days 2, 4, 6, and 9. Mice were sacrificed 2 days after the last injection and liver lobes were either perfused with phosphate-buffered saline (PBS), fixed in 4% paraformaldehyde and processed for histological analysis or immediately harvested for EGFP imaging using a Xenogen IVIS 200 (PerkinElmer, Waltham, MA, United States) or snap-frozen in liquid nitrogen for later RNA or protein extraction.

### CCl_4_-Induced Hepatic Fibrosis in Mice

Wild-type male Swiss Webster mice (4–5 weeks old; *n* = 5 per group) were injected i.p. with CCl_4_ (4 μl in 26 μl corn oil/25 g) or corn oil (30 μl/25 g) three times per week for 5 weeks. On alternative days to those used for CCl_4_ or oil administration, some mice received i.p. EV (0–80 μg/25 g) three times per week over the last 2 weeks of the experiment. Mice were sacrificed 36 h after the last CCl_4_ or oil injection, or in non-treated littermates. Individual liver lobes were harvested and snap-frozen in liquid nitrogen for subsequent RNA extraction or perfused using PBS followed by 4% paraformaldehyde (Sigma-Aldrich) for histological analysis of fixed tissue.

### Histology

Perfused mouse livers were fixed and embedded in paraffin. Sections of 5 μm thickness were cut and stained with H and E. Sections were stained with 0.1% Sirius Red (Sigma-Aldrich) for detection of collagen or subjected to immunohistochemistry (IHC) (see below). Positive signals were quantified by image analysis.

### Hepatocyte Cultures

AML12 mouse hepatocytes [American Type Culture Collection (ATCC), Manassas, VA, United States] were maintained *in vitro* in DMEM/F12/10% FBS containing insulin, transferrin, selenium and dexamethasone (Chen et al., 2015). HepG2 cells (ATCC) were maintained in DMEM/10% FBS. Primary human hepatocytes (PHH; IVAL LLC, Columbia, MA, United States) were cultured in Universal Primary Cell Plating Medium (IVAL) according to the vendors’ directions.

### Hepatic Stellate Cell Cultures

Primary mouse HSC were isolated from male wild-type Swiss Webster mice (6–8 week) by perfusion and digestion of livers with pronase/collagenase, followed by buoyant-density centrifugation (Ghosh and Sil, 2006; Chen et al., 2011, 2016b). The cells were maintained in Gibco DMEM/F12/10% FBS medium (Thermo Fisher Scientific, Waltham, MA, United States) and split every 5 days for use up to passage 4 (P4). Freshly isolated quiescent HSC contained lipid droplets that we previously showed to express desmin or Twist1 but not CCN2, αSMA or collagen 1a1 (Col1a1) whereas cells that autonomously activated over the first week of culture expressed desmin, CCN2, αSMA or Col1a1, but not Twist1 (Chen et al., 2011, 2015). LX-2 human HSC (courtesy of Dr. Scott Friedman, Icahn School of Medicine at Mount Sinai, New York, NY, United States) were cultured in DMEM/10% FBS as described (Chen et al., 2011, 2015).

### Hepatocyte EV Purification

Prior to collecting EVs from the conditioned medium of mouse or human hepatocytes, spent medium was removed, and the cells were rinsed twice with Hanks Balanced Salt Solution prior to incubation overnight in their respective serum-free medium which was then replaced with fresh serum-free medium for up to 48 h. The supernatant obtained from sequential centrifugation of conditioned medium (300 × *g* for 15 min, 2,000 × *g* for 20 min, 10,000 × *g* for 30 min) underwent ultracentrifugation (100,000 × *g* for 70 min at 4°C) in a T-70i fixed-angle rotor (Beckman Coulter, Brea, CA, United States), the pellet from which was resuspended in PBS and subjected to the same ultracentrifugation conditions again. The resulting pellet was dispersed in PBS and the constituent EVs were characterized as described below. AML12 cell-derived EVs are hereafter termed “EV^Norm^” since they were produced under essentially normal culture conditions as opposed to other EV studies involving hepatocyte injury or stress (Povero et al., 2013, 2015; Momen-Heravi et al., 2015; Hirsova et al., 2016a; Ibrahim et al., 2016; Verma et al., 2016; Lee et al., 2017).

### Nanoparticle Tracking Analysis (NTA)

EVs in PBS (10^7^–10^8^ particles/ml) were subjected to nanoparticle tracking analysis (NTA) using a Nanosight 300 (Malvern Instruments, Westborough, MA, United States) that had been calibrated with 100 nm polystyrene latex microspheres (Magsphere Inc., Pasadena, CA, United States) diluted in PBS to a fixed concentration. EV samples were each analyzed twice and v3.2.16 analytical software (Malvern Instruments) was used to estimate mean particle concentration and size. Recordings were performed at room temperature with a camera gain of 15 and a shutter speed of 4.13 ms. The detection threshold was set to 6.

### Transmission Electron Microscopy

EV^Norm^ were fixed in 2.5% glutaraldehyde for 30 min and pelleted by ultracentrifugation. They were then placed on 200-mesh copper grids that had been coated with Formvar/Carbon support film (Ted Pella, Redding, CA, United States) and glow-discharged with a PELCO easiGlow discharge cleaning system (Ted Pella). EVs were negatively stained with 1% aqueous uranyl acetate and examined by transmission electron microscopy (TEM) using a FEI Tecnai G2 Biotwin instrument (Atlanta, GA, United States) operating at 80 kV. Digital micrographs were captured using an AMT camera with FEI imaging software.

### EV Cell Binding Assays

Primary human hepatocytes-derived EVs were labeled with the fluorescent lipophilic membrane dye PKH26 (Sigma-Aldrich) essentially as previously described (Chen et al., 2018a) and incubated in a 96-well culture plate at 2 × 10^9^ particles/ml for 24 h with PHHs (on collagen-coated wells) or LX-2 cells that had been exposed to 20 mM CCl_4_ for the preceding 24 h. Cells were stained with DAPI, rinsed in PBS, and EV binding was assessed using a LSM 800 fluorescence microscope (Carl Zeiss Inc., Thornwood, NY, United States) and quantified using ImageJ software (NIH, Bethesda, MD, United States).

### Effect of Hepatocyte EVs on Hepatocyte or HSC Function *in vitro*

HepG2 cells, PHHs, or human LX2 HSC were incubated for 24 h in their respective normal growth media prior to being placed under fresh serum-free conditions in the presence or absence of 20 mM CCl_4_ for 48 h, the last 24 h of which included incubation with or without EVs from HepG2 cells or PHHs (8–16 μg/ml or 2–4 × 10^8^ particles/ml, respectively). Cells were assessed for cell proliferation using a CyQUANT^®^ assay (Thermo Fisher Scientific) or for viability using an AlamarBlue assay (Thermo Fisher Scientific). For gene expression studies, PHHs, LX2 cells, or mouse P3-4 HSC were placed in fresh serum-free medium overnight prior to treatment with EVs from HepG2 cells (8 μg/ml) or PHHs (4 × 10^8^ particles/ml) for 36–48 h in the presence or absence of 20 mM CCl_4_ prior to analysis by RT-PCR.

### Iodixanol Gradient Ultracentrifugation

PKH26-labeled EVs in 200 μl PBS were loaded on to a 5 ml stepwise gradient of 8, 16, 24, 32, and 40% iodixanol followed by ultracentrifugation at 37,500 rpm (SW55 Ti rotor, Beckman) for 17 h at 4°C. The tube contents were collected from top to bottom into 20 fractions which were assessed for iodixanol concentration using an Abbe refractometer (Bausch and Lomb, Rochester, NY, United States) and PKH26 fluorescence (Ex/Em = 540/585 nm, cut-off = 570 nm) using a Spectra Max M2 spectrophotometer (VWR, Atlanta, GA, United States). The fraction containing the peak PKH26 signal was then assessed for its ability to modulate gene expression in activated mouse HSC.

### Protein Assay

A Pierce bicinchoninic acid assay kit (Thermo Fisher Scientific) was used to quantify protein concentrations of EVs in PBS or of liver tissue proteins that had been extracted using Pierce radioimmunoprecipitation buffer (Thermo Fisher Scientific).

### Immunohistochemistry

Mouse liver sections were incubated with primary antibodies to F4/80 (1:100, Abcam, Cambridge, MA, United States), Ly6c (1:400, Abcam), collagen 1 (1:250, Abcam), αSMA (1:500; Thermo Fisher Scientific), or CCN2 [in-house; 5 μg/ml (Charrier and Brigstock, 2010; Charrier et al., 2014b)] followed by Alexa Fluor 488 goat-anti rabbit IgG and Alexa Fluor 568 goat-anti mouse IgG, or Alexa Fluor 647 goat-anti mouse IgG, or Alexa Fluor 568 goat-anti-chicken IgG (all at 1:500; Thermo Fisher Scientific) for 1 h at room temperature. The slides were mounted with Vectashield Mounting Medium containing 4′,6-diamidino-2-phenylindole nuclear stain (Vector Laboratories, Burlingame, CA, United States), and examined by confocal microscopy. Activated HSC were identified by positive immunostaining for CCN2, αSMA and/or Col1a1.

### Mouse Cytokine Microarray

A mouse cytokine proteome profiler^TM^ array (Panel A kit; R & D Systems, Minneapolis, MN, United States) was incubated with detergent lysates (320 μg/ml) of pooled liver tissue from acute CCl_4_ injury in male Swiss Webster mice (short-term fibrogenesis model) with or without EV^Norm^ treatment, as described above (*n* = 3 or 4 mice per group). Arrays were developed using chemiluminescence and the mean pixel intensity of duplicate component spots was quantified using ImageJ (NIH, Bethesda, MD, United States). Targets showing significant changes in intensity in response to CCl_4_ and EV^Norm^ were tested for their corresponding RNA expression by quantitative real-time polymerase chain reaction (qRT-PCR).

### Western Blot

Proteins in liver tissue extracts or hepatocyte EVs were subjected to sodium dodecyl polyacrylamide gel electrophoresis (SDS-PAGE; 10–25 μg protein/lane). Depending on the sample in question, Western blots were performed to detect proteins associated with EVs, cytosol, or liver fibrosis. Blots were incubated with primary antibodies to CD9 (1:500; Abcam), Alix (1:500; Thermo Fisher Scientific), TSG101 (1:500; Thermo Fisher Scientific), flotillin-1 (1:200; BD Biosciences, San Jose, CA, United States), CD63 (1:100; Millipore Sigma, Burlington, MA, United States), calnexin (1:500; Novus Biologicals, Centennial, CO, United States), calreticulin (1:500; Novus Biologicals, United States), p53 (1:1,000; Cell Signaling, Danvers, MA, United States), phopho-p53 at Ser15 (1:1,000; Cell Signaling) or β-actin (1:1,000; Invitrogen, Waltham, MA, United States). Blots were developed using an Odyssey Imaging System (LI-COR Biosciences, Lincoln, NE) and signals were normalized relative to β-actin for quantification using ImageJ (NIH).

### RNA Sequencing

RNA-seq libraries from mouse livers (long-term fibrosis model with *n* = 3 per group for control, oil, oil + EV^Norm^, CCl_4_, or CCl_4_ + EV^Norm^) were prepared using the TruSeq Stranded protocol (Illumina, San Diego, CA, United States). Following assessment of the quality of total RNA using an Agilent 2100 Bioanalyzer and RNA Nano chip (Agilent Technologies, Santa Clara, CA, United States), 100 ng mouse liver total RNA was treated with a Ribo-zero Human/Mouse/Rat Gold kit (Illumina) to deplete the levels of cytoplasmic and mitochondrial ribosomal RNA (rRNA) using biotinylated, target-specific oligos combined with rRNA removal beads. Following rRNA removal, mRNA was fragmented using divalent cations under elevated temperature and converted into double stranded cDNA. Incorporation of dUTP in place of dTTP during second strand synthesis inhibited the amplification of the second strand. The subsequent addition of a single “A” base allowed for ligation of unique, dual-indexed adapters with unique molecular identifiers (UMIs) (Integrated DNA Technologies, Coralville, IA, United States). Adaptor-ligated cDNA was amplified by limit-cycle PCR. Quality of libraries were determined via Agilent 4200 Tapestation using a High Sensitivity D1000 ScreenTape Assay kit (Agilent Technologies), and quantified by KAPA qPCR (KAPA Biosystems, Woburn, MA, United States). Approximately 60–80 million paired-end 150 bp sequence reads were generated for each library on the Illumina HiSeq 4000 platform. For data analysis, each sample was aligned to the GRCm38.p3 assembly of the Mus musculus reference from NCBI using version 2.6.0c of the RNA-seq aligner STAR (Dobin et al., 2013). Features were identified from the GFF file that came with the assembly from Gencode (Release M19). Feature coverage counts were calculated using featureCounts (Liao et al., 2014). Differentially expressed features were calculated using DESeq2 (Love et al., 2014) and significant differential expressions were those with an adjusted *P*-value [i.e., false discovery rate (FDR)] of <0.05.

### Gene Ontology and Pathway Enrichment Analyses

Grouping of target genes into molecular functions, biological processes, or cellular components was achieved by gene ontology (GO) analysis^1^ based on the DAVID database^2^. The Kyoto Encyclopedia of Genes and Genomes (KEGG)^3^ was used to understand high-level biological functions and utilities. Genes were also functionally grouped using Reactome^4^. Upstream factor analysis of the gene lists was carried out using the Ingenuity Pathway System (Qiagen, Redwood City, CA, United States). These analyses were each performed with a criterion FDR <0.05.

### Protein–Protein Interaction (PPI) Network Construction

To analyze the physical and/or functional interactions among the proteins encoded by identified differentially expressed genes (DEGs), DEGs were uploaded to the online program Search Tool for the Retrieval of Interacting Genes (STRING)^5^, and results with a minimum interaction score of 0.4 were collated. Clustering was done using the Markov Cluster Algorithm method with an inflation parameter of 2.

### RNA Extraction and RT-qPCR

Total RNA from liver tissues or cultured hepatocytes was extracted using a miRNeasy mini kit (Qiagen) and reverse transcribed using a miScript II RT kit (Qiagen) according to the manufacturer’s protocols. Transcripts were evaluated by qRT-PCR using an Eppendorf Mastercycler System and SYBR Green Master Mix (Eppendorf, Hauppauge, NY, United States). Primers are shown in Table 1. Each reaction was run in duplicate, and samples were normalized to GAPDH mRNA or 18S rRNA. Negative controls were a non-reverse transcriptase reaction and a non-sample reaction.

**TABLE 1:** Primers used for qRT-PCR.

**Gene ID**	**Accession no.**	**Primer**		**Length (bp)**
		**Fwd Seq (5′–3′)**	**Rev Seq (5′–3′)**	
Col3a1 (mouse)	NM_009930	GCCCACAGCCTTCTACACCT	GCCAGGGTCACCATTTCTC	110
LTBP1 (mouse)	NM_019919	TCAGAACAGCTGCCAGAAGG	GGCCACCATTCATACACGGA	125
MMP2 (mouse)	NM_008610	GCAGCTGTACAGACACTGGT	ACAGCTGTTGTAGGAGGTGC	182
Serpinh1 (mouse)	NM_009825	GCCGAGGTGAAGAAACCCC	CATCGCCTGATATAGGCTGAAG	120
Serpinhb8 (mouse)	NM_011459	GTGAAGCCAATGGGTCTTTTGC	CAGAAGAACAGGTTTCGTGACT	79
Reln (mouse)	MMU24703	TTACTCGCACCTTGCTGAAAT	CAGTTGCTGGTAGGAGTCAAAG	73
Lum (mouse)	NM_008524	CTCTTGCCTTGGCATTAGTCG	GGGGGCAGTTACATTCTGGTG	114
CCN2 (mouse)	NM_010217	CACTCTGCCAGTGGAGTTCA	AAGATGTCATTGTCCCCAGG	111
Col1a1 (mouse)	NM_007742	GCCCGAACCCCAAGGAAAAGAAGC	CTGGGAGGCCTCGGTGGACATTAG	148
αSMA (mouse)	NM_007392	GGCTCTGGGCTCTGTAAGG	CTCTTGCTCTGGGCTTCATC	148
CCNB1 (mouse)	NM_172301	AAGGTGCCTGTGTGTGAACC	GTCAGCCCCATCATCTGCG	228
ccnb2 (mouse)	NM_007630	GCCAAGAGCCATGTGACTATC	CAGAGCTGGTACTTTGGTGTTC	114
cdc25c (mouse)	NM_009860	ATGTCTACAGGACCTATCCCAC	ACCTAAAACTGGGTGCTGAAAC	67
cdk1 (mouse)	NM_007659	AGAAGGTACTTACGGTGTGGT	GAGAGATTTCCCGAATTGCAGT	128
KIF2C (mouse)	NM_134471	ATGGAGTCGCTTCACGCAC	CCACCGAAACACAGGATTTCTC	121
CYP20A1 (mouse)	NM_030013	TGCAAGGTTGTGTACCTGGAC	TGATAGGACCCTCCCCTAAAAC	104
CYP2C55 (mouse)	NM_028089	AATGATCTGGGGGTGATTTTCAG	GCGATCCTCGATGCTCCTC	111
CYP4A31 (mouse)	NM_201640	AGCAGTTCCCATCACCGCC	TGCTGGAACCATGACTGTCCGTT	276
CCL12 (mouse)	NM_011331	GTCCTCAGGTATTGGCTGGA	GGGTCAGCACAGATCTCCTT	181
CCL3 (mouse)	NM_011337	TGAAACCAGCAGCCTTTGCTC	AGGCATTCAGTTCCAGGTCAGTG	125
CCL5 (mouse)	NM_013653	AGATCTCTGCAGCTGCCCTCA	GGAGCACTTGCTGCTGGTGTAG	170
TIMP-1 (mouse)	NM_001044384	CCTATAGTGCTGGCTGTGGG	GCAAAGTGACGGCTCTGGTA	136
TREM-1 (mouse)	AF241219	CCCTAGTGAGGCCATGCTAC	GGAAGAGCACAACAGGGTCA	110
CCN2 (human)	NM_001901	AATGCTGCGAGGAGTGGGT	GGCTCTAATCATAGTTGGGTCT	115
Col1a1 (human)	NM_000088	GAACGCGTGTCATCCCTTGT	GAACGAGGTAGTCTTTCAGCAACA	91
HNF4α (human)	NM_178849	ACAGCAGCCTGCCCTCCAT	GCTCCTTCATGGACTCACACAC	143
Albumin (human)	A06977	TGCTATGCCAAAGTGTTCGATG	TTGGAGTTGACACTTGGGGT	159
CYP7A1 (human)	NM_000780	GCTACTTCTGCGAAGGCATTT	CATCATGCTTTCCGTGAGGG	131
18S (mouse, human)	X03205	GGTGAAATTCTTGGACCGGC	GACTTTGGTTTCCCGGAAGC	196
GAPDH (mouse, human)	NM_002046	TGCACCACCAACTGCTTAGC	GGCATGGACTGTGGTCATGAG	87

### Statistical Analysis

Experiments were performed at least twice in duplicate or triplicate, with data expressed as mean ± SEM. Fluorescence images were scanned and quantified using ImageJ software (NIH). Data from qRT-PCR, NTA, and imaging were analyzed by student’s *t*-test using Sigma plot 11.0 software (SPSS Inc., Chicago, IL, United States). Statistics for RNA-seq analysis are described above. *P-*values <0.05 were considered statistically significant.

## Results

### Characterization of EVs From Mouse AML12 Hepatocytes

AML12 hepatocyte EVs (“EV^Norm^”) isolated from 36 to 48-h conditioned medium under serum-free conditions had a mean diameter of 110 ± 2.5 nm with a size range of approximately 50–300 nm as assessed by NTA (Figure 1A). Western blot confirmed the presence of EV-associated proteins such as CD9, CD63, Alix, flotillin, and TSG101 (Figure 1B and Supplementary Figure 1) and we have previously reported that these EVs are also positive for asialoglycoprotein receptor (Chen et al., 2018a) which is expressed exclusively in hepatocytes and has been used by others to characterize or identify hepatocyte-derived EVs (Rega-Kaun et al., 2019). Moreover, whereas calreticulin or calnexin were readily detected in AML-12 cell lysates, they were not detected in EV^Norm^ demonstrating that the EV preparations were not overtly contaminated with cytoplasmic or cytosolic components (Figure 1B). A very similar size range to that determined by NTA was obtained by TEM which also confirmed the vesicular nature of the purified nanoparticles (Figure 1C). As assessed by NTA of conditioned medium from AML12 cells that was removed and replenished at fixed time points during cell culture, there was a consistent output of EV^Norm^ when the cells were maintained in serum-free conditions for up to 48 h (Figure 1D). This demonstrated that the cell culture conditions did not compromise EV^Norm^ production and hence for the experiments described below, EV^Norm^ were collected from AML12 cells that had been maintained in serum-free conditions for up to 48 h in culture.

**FIGURE 1:**
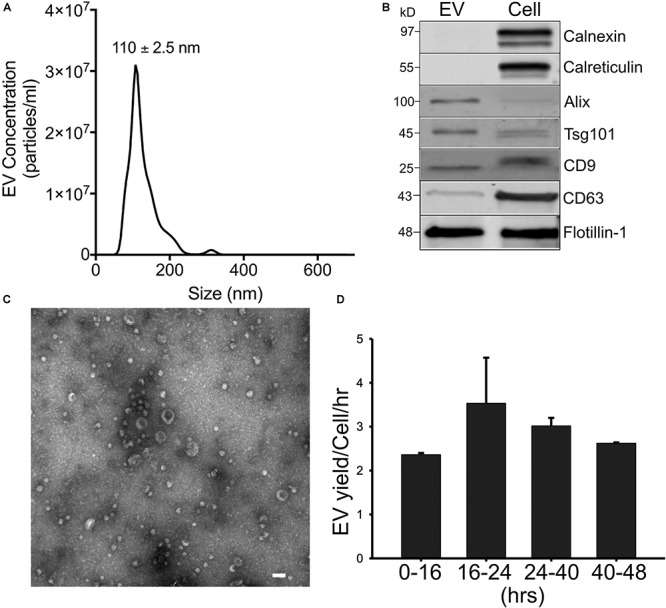
Characterization of mouse hepatocyte-derived EVs. Mouse AML12 hepatocytes were grown under serum-free conditions for 36 h after which EV^Norm^ were isolated by ultra-centrifugation of conditioned medium and characterized by **(A)** NTA [mean ± SEM for particle diameter (nm) is indicated]; **(B)** comparative Western blot with AML12 cell lysates for common EV- or cell-associated proteins (25 μg EV or cellular protein per lane; uncropped data are shown in Supplementary Figure 1); or **(C)** TEM (×56,000; scale bar = 100 nm). **(D)** EV concentration in conditioned medium from AML12 cells that were maintained under serum-free conditions for 16 h, 24 h (with a medium exchange at 16 h), 40 h (with medium exchanges at 16 and 24 h), or 48 h (with medium exchanges at 16, 24, and 40 h). The mean EV output per cell per hour over 0–16, 16–24, 24–40, or 40–48 h was computed by expressing particle number at each collection (from NTA analysis) as a function of the cell number (from cell count at each collection time) and the duration of the incubation for EV collection (8 or 16 h).

### Therapeutic Effects of EV^Norm^ *in vivo*

The effects of EV^Norm^ on fibrosing liver injury were analyzed in mice exposed to CCl_4_ which is a widely used means of inducing fibrotic responses in the rodent liver (Constandinou et al., 2005). First, as assessed by direct Xenogen imaging of GFP fluorescence in whole liver pieces, the induction of pro-fibrotic CCN2 in male TG CCN2-EGFP mice that were exposed to acute CCl_4_ injury over 8 days was dose-dependently reduced by administration of EV^Norm^ (Figure 2A). Dose-dependent suppression by EV^Norm^ on CCl_4_-induced EGFP, CCN2, or αSMA levels was also evident by immunohistochemical analysis of liver tissue sections (Figure 2A). The most effective EV^Norm^ dose (80 μg/25 g) was next tested for its effect in male wild-type Swiss Webster mice receiving CCl_4_ for 5 weeks, a chronic injury model which elevates serum levels of alanine aminotransferase and aspartate aminotransferase (Chen et al., 2018b). Hepatic fibrosis assessed by Sirius Red staining of interstitial collagen (Figure 2B) was attenuated to near-baseline levels by i.p. administration of EV^Norm^ over the last 2 weeks of the experiment and this was associated with reduced levels of CCl_4_-induced protein levels of αSMA, CCN2, or Col1a1 assessed by immunostaining (Figure 2C). CCl_4_ also caused a significant increase in hepatic Col1a1 mRNA expression that was attenuated in the presence of EV^Norm^ and a similar but non-significant trend was also seen for αSMA (Figure 2D). We further found that inflammatory responses to CCl_4_ as evidenced by increased hepatic monocyte (lyc6+) or macrophage (F4/80+) frequency was suppressed by EV^Norm^ (Figure 3A). Protein microarray analysis (not shown) indicated that EV^Norm^ dampened the CCl_4_-induced levels of tissue inhibitor of metalloprotease-1 (TIMP-1) and of the pro-inflammatory factors C-C motif chemokine ligand (CCL)3, CCL5, and CCL12, all except the latter of which have been previously shown to be associated with inflammation and fibrosis of the liver (Berres et al., 2010; Heinrichs et al., 2013; Thiele et al., 2017). Accordingly, the same targets were analyzed by RT-PCR with the result that expression of their respective CCl_4_-induced mRNAs was found to be suppressed by EV^Norm^ (Figure 3B). A similar trend but one that did not reach statistical significance occurred for triggering receptor expressed on myeloid cells 1 (TREM-1) (Figure 3B), which was recently reported to drive Kupffer cell activation, inflammation and fibrosis (Nguyen-Lefebvre et al., 2018).

**FIGURE 2:**
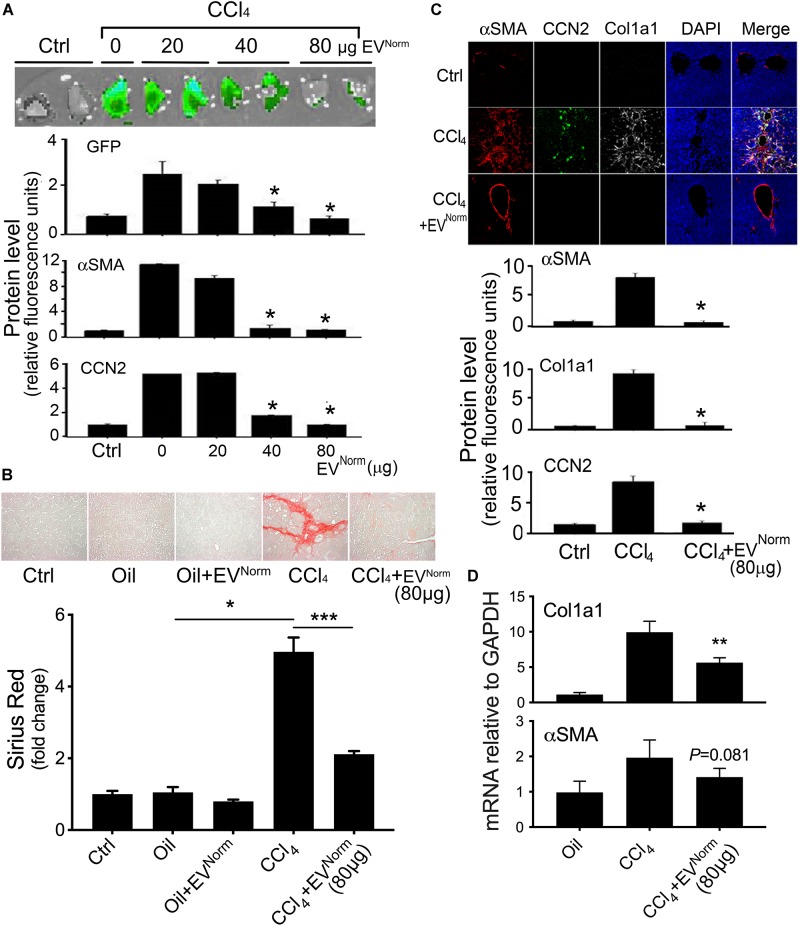
Therapeutic effects of EV^Norm^ in CCl_4_-mediated liver fibrogenesis or fibrosis. **(A)** TG CCN2-GFP mice received oil (Ctrl) or CCl_4_ over 8 days and EV^Norm^ (0–80 μg i.p. q.o.d.) on the “off days” until Day 9. Animals were sacrificed two days after the last injection. Pieces of fresh liver lobe were imaged for GFP (upper) while liver sections were stained for GFP, αSMA or CCN2 by IHC with fluorescence for each protein quantified by imaging (lower) (^∗^*P* < 0.05 vs. CCl_4_ + 0 μg EV). **(B)** Wild type Swiss Webster mice received 5 weeks of oil or CCl_4_, with or without EV^Norm^ (80 μg/25 g i.p. q.o.d.) over the last 2 weeks. The figure shows Sirius red staining of representative liver sections (upper) and quantification of the staining (lower; ^∗^*P* < 0.05; ^∗∗∗^*P* < 0.005). **(C)** Immunohistochemical detection of Col1a1, αSMA or CCN2 in liver sections (upper) and the quantified fluorescent signal assessed by scanning (lower) (^∗^*P* < 0.05 vs. CCl_4_). The residual staining for αSMA in the CCl_4_ + EV^Norm^ group reflects constitutive production of αSMA by vascular smooth muscle rather induced production in activated HSC. **(D)** qRT-PCR for Col1a1 or αSMA of total liver RNA (^∗∗^*P* < 0.01 vs. CCl_4_).

**FIGURE 3:**
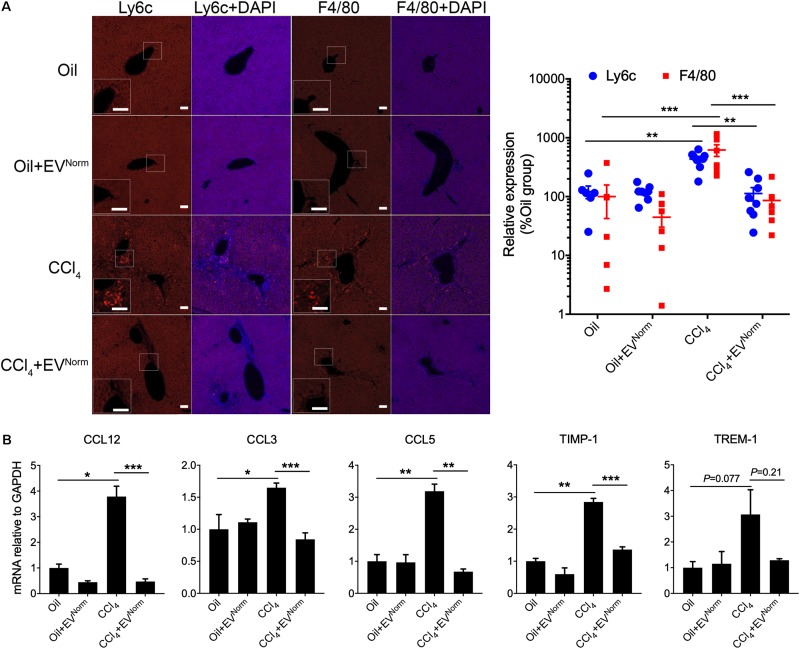
Anti-inflammatory effects of EV^Norm^ in CCl_4_-mediated liver injury. Wild type male Swiss Webster mice (*n* = 5) received oil or CCl_4_ i.p. for 9 days, with or without i.p. administration of 80 μg EV^Norm^/25 g. The figure shows **(A)** typical immunofluorescent detection of Ly6c (monocytes) or F4/80 (macrophages) (left; scale bar 50 μm), with data quantified using ImageJ software (right; each data point represents one liver section); and **(B)** mRNA expression assessed by qRT-PCR of inflammation- or fibrosis-related molecules in the liver extracts. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.005.

### RNA-Seq Analysis of EV^Norm^-Mediated Effects on Gene Expression During CCl_4_ Liver Injury

Although our primary analysis was focused on the ability of EV^Norm^ to exert anti-fibrogenic, anti-fibrotic, and anti-inflammatory activities during liver injury *in vivo*, we next performed RNA-seq of liver tissue RNA to investigate potential broader effects of EV^Norm^ on CCl_4_-modulated hepatic gene expression. 

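Liver RNA of 3 mice from each of 5 groups was sequenced, namely untreated littermates and mice given oil, oil + EV Norm, CCl_4_ or CCl_4_ + EV Norm. CCl_4_, a toxin that injures hepatocytes when they metabolize it, was given at 4 μl in 26 μl corn oil per 25 g body weight 3 times a week for 5 weeks, and the oil groups received 30 μl corn oil per 25 g on the same days. EV Norm, the vesicles released by the AML12 mouse hepatocyte line, were given at 80 μg per 25 g 3 times a week on alternate days over the last 2 weeks. Livers were taken 36 h after the last CCl_4_ or oil injection. The authors depleted ribosomal RNA, made stranded libraries, aligned the reads to the mouse genome GRCm38 with STAR, counted reads per annotated gene with featureCounts and tested genes with DESeq2. The deposited table holds the 3511 genes that the authors called between CCl_4_ and oil, 1711 induced and 1800 suppressed, as counts divided by size factors and written to 1 decimal. In each library 100% of these values came back to whole reads within a tolerance of 0.05. Over the 3511 genes the recovered reads numbered 6556647 to 11055679 (median 9299732) in untreated mice, 7619448 to 8749080 (median 8285451) with oil and 6258733 to 7946433 (median 6676433) with oil + EV Norm. They numbered 6106856 to 7886582 (median 7779582) with CCl_4_ and 6962074 to 7747329 (median 7059540) with CCl_4_ + EV Norm. These totals cover the genes of the table, and are not the depth of a whole library, which the paper puts far higher.

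Values were compared as log2(normalized count + 1) with limma in 1 fit of all 15 libraries, with Benjamini-Hochberg adjustment over the 3511 genes, so that fold changes of low genes are understated. The genes were chosen for their difference between CCl_4_ and oil in these same libraries, and that difference is therefore not independent evidence here. Oil replicates 2 and 3 lay much closer together than any other 2 libraries of a group. Their chi-square per gene was 2.2, with 16% of genes past an unadjusted p of 0.05, against 29.9 to 169.5 and 40.2 to 67.5% for the other 14 pairs. They differed by more than the sampling noise and were kept as 2 libraries.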

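In CCl_4_-treated liver the largest falls with EV Norm were in genes of dividing cells and in Afp, which encodes the fetal liver protein alpha-fetoprotein. Of the 3511 CCl_4_-responsive genes, 181 were lower and 18 were higher with CCl_4_ + EV Norm than with CCl_4_ at an adjusted p under 0.05 from limma. Ccnb1, which encodes cyclin B1, the regulatory partner of Cdk1 at entry into mitosis, lies on chromosome 13 of GRCm38 from 100778650 to 100786570. Its normalized count was 473 ± 160 (SD, n = 3) with CCl_4_ and 38.7 ± 6.37 (SD, n = 3) with CCl_4_ + EV Norm, a log2 fold change of -3.53 (standard error 0.55, adjusted p = 0.0013 from limma). Afp, on chromosome 5 from 90490737 to 90508907, fell from 125 ± 43.8 to 13.1 ± 4.27 (log2 fold change -3.16, standard error 0.50, adjusted p = 0.0013), and its count with oil was 8.70 ± 4.43. By the rule fixed for naming genes, the 10 largest falls also held Ttk, Aunip, Arhgef39, Ube2c, Ckap2, Kif2c and Pbk, with log2 fold changes from -3.44 (Ttk) to -3.09 (Pbk). The largest fall of all, of -4.67, was in Gm1966, an unprocessed pseudogene related to Gvin1, which may share reads with it, and rested on CCl_4_ counts that ranged from 7.80 to 227.

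The largest rises were in genes that CCl_4_ suppressed. Slc1a2, which encodes a glutamate transporter, lies on chromosome 2 from 102658659 to 102790784 and rose by a log2 fold change of 1.69 (standard error 0.26, adjusted p = 0.0013). The major urinary protein genes Mup18, Mup1 and Mup14 and the pseudogene Mup-ps12 rose by 2.04, 1.35, 1.24 and 2.30, and reads of these near-identical genes cannot be assigned to a single member with certainty. Rab11fip4 (1.55), Dnaic1 (1.34), the pseudogene Adh6-ps1 (1.34), the noncoding gene E230016M11Rik (1.16) and Cyp4a12b (1.03) complete the 10. Against oil, 2947 of the genes still differed with CCl_4_ + EV Norm, 1334 higher and 1613 lower. The count of 199 changed genes fell to 108 without CCl_4_ replicate 1, to 118 without CCl_4_ replicate 2, to 122 without CCl_4_ + EV Norm replicate 2 and to 94 without CCl_4_ + EV Norm replicate 3. It was 306 by DESeq2 on the recovered reads. By limma it was 84 when adjusted over 17534 genes, the number in the authors' adjustment for CCl_4_ against oil. The genes outside the table were taken to rank below those in it, so that 84 is a lower bound for these p-values.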

Significant (FDR < 0.05) up- or down-regulated expression of 3511 genes occurred in response to CCl_4_, 233 of which were significantly altered by EV^Norm^ (Supplementary Table 1 and Figure 4A). 

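Of the genes that EV Norm changed, the induced ones mostly fell, while the suppressed ones went both ways. Among the 1711 genes induced by CCl_4_, 158 were lower and 4 were higher with CCl_4_ + EV Norm (limma, adjusted p under 0.05). Among the 1800 suppressed genes, 14 were higher and 23 were lower still. The suppressed genes that rose included Slc1a2, whose normalized count was 1893 ± 92.1 (SD, n = 3) with oil, 129 ± 47.6 with CCl_4_ and 422 ± 182 with CCl_4_ + EV Norm. Mup18, a secreted pheromone-binding protein, had counts of 10560 ± 6550, 508 ± 225 and 1977 ± 234 in the same groups. Ifi47, an interferon-inducible GTPase, rose from 552 ± 82.8 to 1031 ± 178 (log2 fold change 0.90, standard error 0.25, adjusted p = 0.0437) and stood at 1169 ± 75.8 with oil. Suppressed genes that fell further included the cytosolic chaperone Hspa8 and the cytochromes Cyp2a5 and Cyp2c38, as well as Cavin2 (-0.56, adjusted p = 0.0215), which encodes a protein of caveolae.

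For each gene, the part of the CCl_4_ change left under EV Norm was taken on the log2 scale as the difference of CCl_4_ + EV Norm from oil over that of CCl_4_ from oil. Its median was 92.4% ± 3.6 (SD, n = 3 CCl_4_ + EV Norm mice) over induced genes and 109.6% ± 9.0 over suppressed genes. The SD holds the CCl_4_ and oil means fixed and leaves out the spread of those mice. The genes were chosen on the same CCl_4_ libraries, and simulated mice with no EV Norm effect gave 88.9 to 92.1% and 82.8 to 86% in 100 sets, or 89.8 to 93.3% and 84.5 to 88.3% with oil replicates 2 and 3 drawn from 1 animal. The simulated sets leave out the correlation seen between CCl_4_ and CCl_4_ + EV Norm mice of the same replicate number (0.23, 0.18 and 0.17), which may shift these ranges. The 158 lowered genes became 91 without CCl_4_ replicate 1 or 2 and 81 without CCl_4_ + EV Norm replicate 3. The 23 suppressed genes that fell further became 8 without CCl_4_ replicate 1, 11 without CCl_4_ replicate 3, 9 without CCl_4_ + EV Norm replicate 2 and 5 without CCl_4_ + EV Norm replicate 3, and were 36 by DESeq2, 14 without a mean-variance trend and 4 when adjusted over the genes that the authors tested. The 14 raised genes became 9 without CCl_4_ replicate 1 or 3, 8 without CCl_4_ replicate 2 and 7 without CCl_4_ + EV Norm replicate 2 or 3, and were 31 by DESeq2 on the recovered reads.

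**Figure D1:**
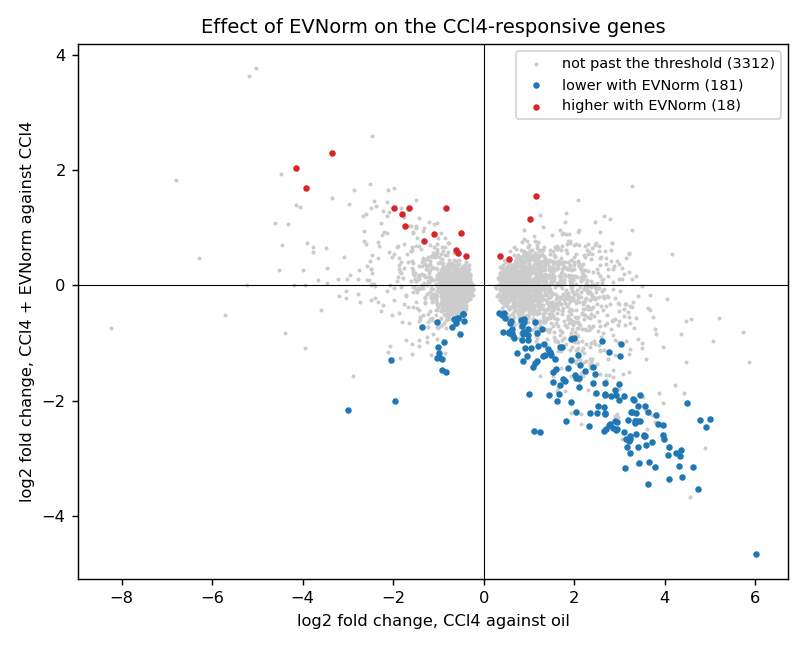
Log2 fold change of CCl_4_ + EV Norm against CCl_4_ (vertical axis) over that of CCl_4_ against oil (horizontal axis), 1 point for each of the 3511 genes. Blue and red points are the 181 genes lower and the 18 genes higher with EV Norm at an adjusted p under 0.05 from limma, and most blue points lie among the induced genes on the right; the CCl_4_ libraries enter both axes.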

The differential expression of these 233 genes is represented in the heatmap shown in Figure 4B and comprised 191 genes and 42 genes that were, respectively, induced or suppressed by CCl_4_. GO (Figure 4C) and Reactome pathway (Figure 4D) analyses both indicated a significant enrichment in functions involving cell cycle or cell division, drug metabolism/detoxification, cell-cell adhesion/ECM, signal transduction, adaptive immunity, and membrane trafficking. These enrichments were consistent with the outcome of STRING analysis which revealed four major interactive clusters comprising 128 cell cycle/division-related genes, 18 ECM-related genes, 6 heat shock genes, 7 cytochrome genes, and 8 other detoxifying genes (Supplementary Figure 2). 

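The genes of mitosis and cell division were the group that EV Norm lowered most. All 98 listed members in the table were induced by CCl_4_, and 74 of them fell with CCl_4_ + EV Norm while none rose (92 fell when adjusted over the list alone). They included Mki67, the proliferation marker Ki-67 (log2 fold change -2.62, adjusted p = 0.000675 from limma), the kinesin Kif4 (-2.55), the cytokinesis protein Anln (-2.43) and the spindle checkpoint protein Mad2l1 (-1.63). Among cyclin genes, Ccnb2 had a normalized count of 301 ± 74.3 (SD, n = 3) with CCl_4_ and 40.4 ± 3.79 with CCl_4_ + EV Norm (-2.85, standard error 0.49, adjusted p = 0.0028), and Cdk1, the kinase that these cyclins activate, had a mean of 366 with CCl_4_ and 65.6 with CCl_4_ + EV Norm (-2.40, adjusted p = 0.00094). Kif2c, a kinesin that depolymerizes microtubules, fell by 3.13 on the log2 scale, and Cdc25c had a change of -2.37 that missed the threshold (adjusted p = 0.0603).

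Of 32 genes of DNA replication and repair, 9 fell and none rose (18 fell when adjusted over the list alone), with Rrm2, a subunit of ribonucleotide reductase, at -1.89 and the replicative helicase subunit Mcm5 at -1.31. Of 18 kinesins and tubulins, 10 fell (13 when adjusted over the list alone), 9 of which are kinesins. Kinesins such as Kif2c are also in the mitosis list, so the results of these lists are not independent. Of 36 genes of membrane trafficking, Anxa2 alone fell (-1.05, adjusted p = 0.0125), also when adjusted over the list alone. Of 9 genes of antigen presentation and adaptive immunity, 0 passed the threshold by limma, over all genes or when adjusted over the list alone, 0 had an unadjusted p under 0.05, and edgeR and DESeq2 called 0.

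By fry, a test of whether the genes of a list move one way, the adjusted p was 0.000634 for mitosis, for DNA replication and for kinesins and tubulins, 0.472 for membrane trafficking and 0.124 for adaptive immunity. Set against the other genes by camera with an estimated correlation, the adjusted p was 0.0815 for mitosis and for DNA replication and 0.111 for kinesins and tubulins. Among induced genes alone the adjusted p for mitosis was 0.0928. With the preset correlation of camera the adjusted p was 2.33e-56, 3.01e-12 and 2.92e-09 for these lists. The estimated correlations were 0.35, 0.15 and 0.22, all above the preset. The number of mitosis genes that fell was 41 without CCl_4_ replicate 1, 46 without CCl_4_ replicate 2, 45 without CCl_4_ + EV Norm replicate 3 and 43 when adjusted over the 17534 genes. From the terms enriched among the genes it called (Figures 4C,D), the paper states that the action of EV Norm is associated with genes of cell division, detoxification, adhesion and ECM, signalling, adaptive immunity and membrane trafficking. The members of those terms were not compared with the lists here. The lists for adaptive immunity and membrane trafficking therefore do not test the terms of the paper.

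**Figure D2:**
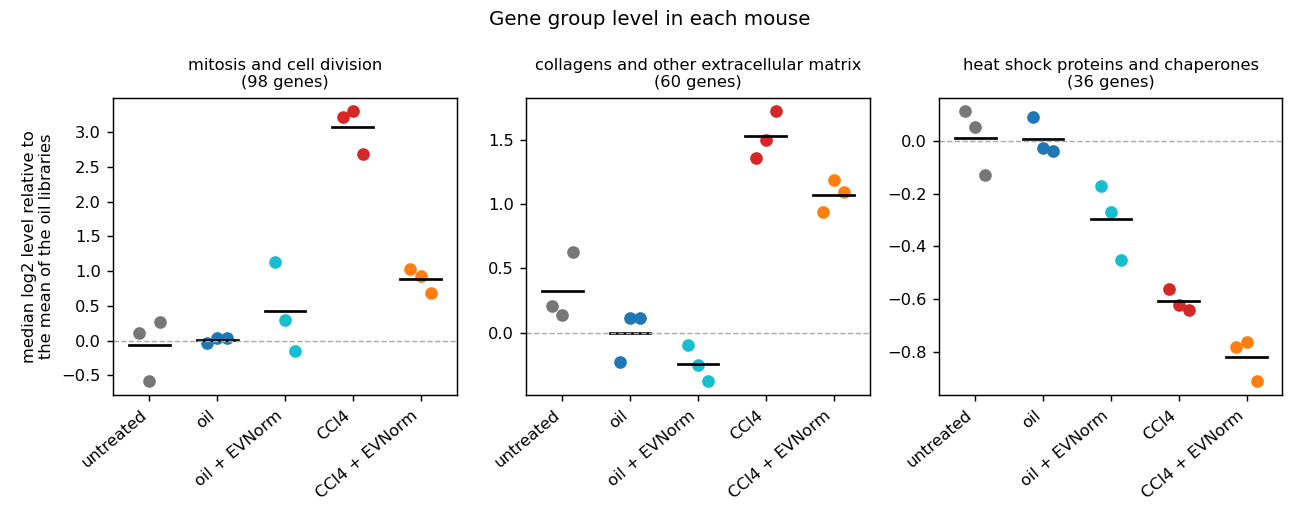
Median log2 level of 3 gene lists in each mouse, relative to the mean of the oil libraries (vertical axis), in the 5 groups (horizontal axis); points are mice and bars are group means. The mitosis list lies at 2.69 to 3.30 with CCl_4_ and 0.68 to 1.03 with CCl_4_ + EV Norm, the ECM list at 1.36 to 1.72 and 0.94 to 1.19, and the heat shock list at -0.64 to -0.56 and -0.91 to -0.76.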

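EV Norm lowered part of the ECM genes that CCl_4_ had induced, and lowered heat shock genes that CCl_4_ had already suppressed. Of 60 genes of collagens and other ECM, 14 fell with CCl_4_ + EV Norm and none rose (16 fell when adjusted over the list alone). Col14a1, a collagen that binds fibril surfaces, lies on chromosome 15 of GRCm38 from 55307750 to 55520803, and its normalized count was 3454 ± 188 (SD, n = 3) with CCl_4_ and 1841 ± 238 with CCl_4_ + EV Norm (log2 fold change -0.91, standard error 0.13, adjusted p = 0.000822 from limma). Col3a1, a fibrillar collagen of scar tissue, went from 8706 ± 1820 to 4423 ± 173 (-0.96, standard error 0.25, adjusted p = 0.0331), with 1446 ± 425 in oil. The matrix proteins Lum (-1.01, adjusted p = 0.00327), Reln (-0.75, adjusted p = 0.00354) and Postn (-1.10, adjusted p = 0.00451), the collagen chaperone Serpinh1 (-0.82, adjusted p = 0.0114) and the TGF-β-binding Ltbp1 (-0.80, adjusted p = 0.0407) also fell. Col1a1 had counts of 648 ± 180 and 482 ± 30.2 (-0.39, adjusted p = 0.793). Of 17 matrix proteases and inhibitors, Mmp2, a gelatinase (-1.16, adjusted p = 0.00958), and Serpinb8 (-1.48, adjusted p = 0.0119) fell (3 when adjusted over the list alone).

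Among markers of other cell types, 0 of 15 stellate cell and myofibroblast genes passed the threshold by limma (3 fell when adjusted over the list alone, 4 had an unadjusted p under 0.05, and edgeR and DESeq2 called 2 and 3). With the replicate number as a block limma called 2 of them lower. The list shifted downward, with a median log2 fold change of -0.40 (fry, adjusted p = 0.0102; with an estimated correlation in camera, adjusted p = 0.218). Of 7 monocyte, macrophage and Kupffer cell markers, Lyz2, the lysozyme of these cells, fell from 3693 ± 341 to 1596 ± 328 (3 when adjusted over the list alone; fry, adjusted p = 0.0441, and 0.0581 with the block; with an estimated correlation in camera, adjusted p = 0.399). For the ECM list fry gave an adjusted p of 0.0102, and for the protease list 0.0441. With an estimated correlation in camera the adjusted p was 0.218 for ECM and 0.441 for proteases. With the lower preset correlation it was 5.89e-08 and 0.0299. The ECM count was 5 without CCl_4_ + EV Norm replicate 3, 8 without CCl_4_ replicate 3, 9 without CCl_4_ replicate 1, CCl_4_ replicate 2 or CCl_4_ + EV Norm replicate 1, and 5 when adjusted over the 17534 genes.

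Of 36 heat shock proteins and chaperones, 34 were suppressed by CCl_4_, and 6 fell further with EV Norm while none rose (16 fell when adjusted over the list alone, and 10 with the replicate number as a block; fry, adjusted p = 0.0189, and 0.00179 with the block; with an estimated correlation in camera, adjusted p = 0.441). They were Hspa8 (-1.24, adjusted p = 0.000675), Hspa1b (-1.29), Hsph1 (-1.06), Dnajb1 (-0.72), Chordc1 (-0.65) and Stip1 (-0.59), which encode Hsp70 chaperones and their partners. The count of Hspa8 was 22290 ± 48.3 with oil, 11230 ± 588 with CCl_4_ and 4823 ± 1150 with CCl_4_ + EV Norm, and a processed pseudogene of it, Gm15459, moved with it (-1.26), which shared reads can produce.

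Of 27 cytochrome P450 genes, 4 fell and 2 rose (9 and 3 when adjusted over the list alone). The inducible detoxifying enzymes Cyp2b10 (-2.55, adjusted p = 0.0013) and Cyp2c55 (-2.52, adjusted p = 0.00327) had been induced by CCl_4_, with Cyp2b10 at 306 ± 144 with oil, 770 ± 497 with CCl_4_ and 118 ± 35.3 with CCl_4_ + EV Norm. Cyp2a5 (-2.16, adjusted p = 0.00451) and Cyp2c38 (-2.01, adjusted p = 0.0297) had been suppressed against oil and fell further. Cyp2a5 was also lower in untreated liver than with oil, so that its suppression by CCl_4_ is relative to oil. The near-identical Cyp4a12a (0.78) and Cyp4a12b rose. Cyp4a31 had counts of 38.2 ± 46.1 and 5.07 ± 3.16 (-2.14, adjusted p = 0.149). Of 62 other detoxifying enzymes, 7 fell, led by the glutathione transferase Gstm3 (-1.92, adjusted p = 0.00582), and none rose (9 fell and 1 rose when adjusted over the list alone). By fry the adjusted p was 0.0918 for cytochromes and 0.122 for the other enzymes, and 0.0204 and 0.016 with the replicate number as a block. With an estimated correlation in camera the adjusted p was 0.606 for both lists. Without CCl_4_ replicate 2 the number of changed cytochromes was 3.

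**Figure D3:**
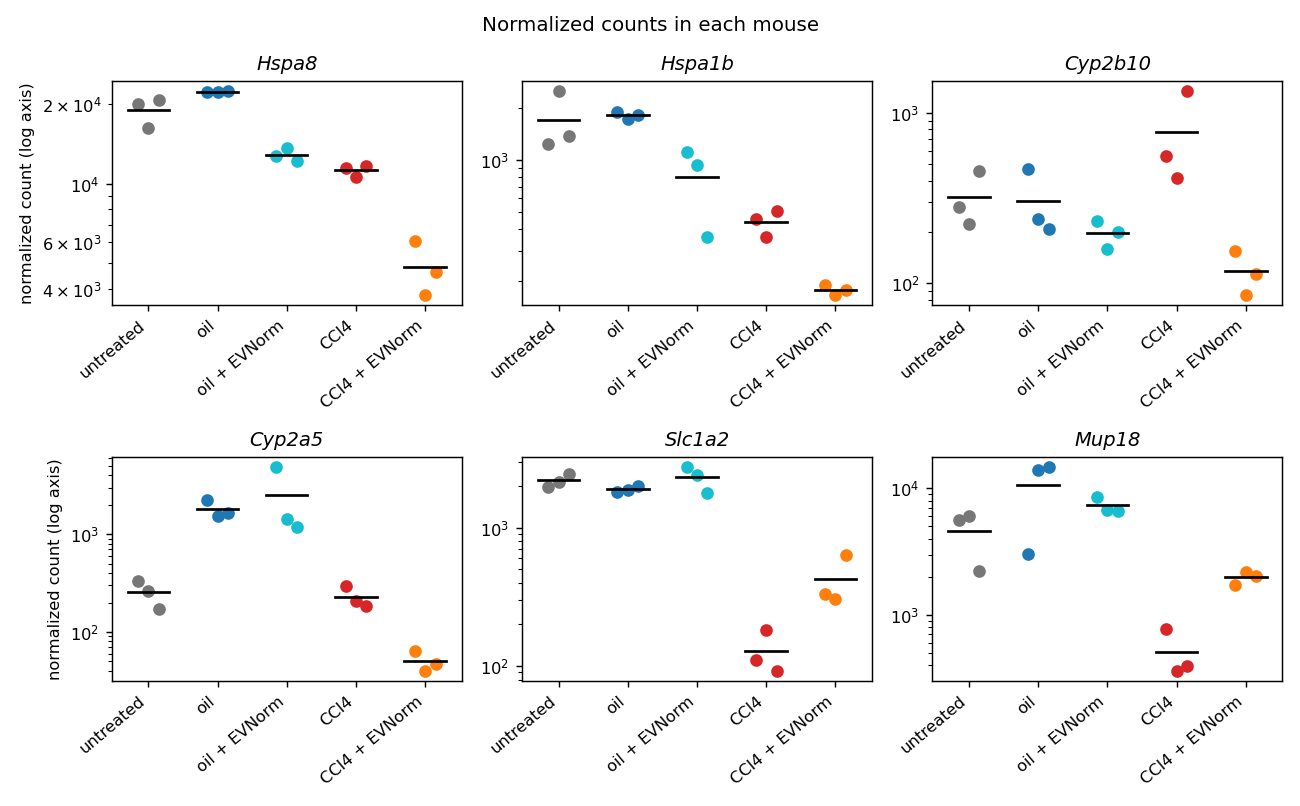
Normalized counts (vertical axes, log scale) of Hspa8, Hspa1b, Cyp2b10, Cyp2a5, Slc1a2 and Mup18 in each mouse of the 5 groups (horizontal axes); points are mice and bars are group means. Hspa8 and Hspa1b lie lower with EV Norm in both the oil and the CCl_4_ groups, Cyp2b10 and Cyp2a5 lie lowest with CCl_4_ + EV Norm, and Slc1a2 and Mup18 lie between CCl_4_ and oil.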

Since six genes in the ECM-related group (Figure 4E) (Col3a1, LTBP, MMP2, RELN, Serpinb8, LUM) have been reported to be involved in fibrogenesis (Preaux et al., 1999; Breitkopf et al., 2001; Krishnan et al., 2012; Alvarez Rojas et al., 2015; Carotti et al., 2017; Zhan et al., 2019), we used qRT-PCR to independently validate the ability of EV^Norm^ to dampen CCl_4_-induced expression of each of these transcripts (Figure 4F). All targets were significantly suppressed by EV^Norm^ (except Serpinb8 which nonetheless trended downward) thus confirming and extending the anti-fibrogenic properties reported above. qRT-PCR was also used to confirm the ability of EV^Norm^ to suppress CCl_4_-induced expression of cytochromes (CYP2C55, CYP4A31; Figure 4G) and of several randomly selected members of the cell cycle/cell division-related group (CCNB1, CCNB2, CDK1, KIF2C; Figure 4H), and with some targets (CYP20A1, CDC25C) showing downward but non-significant trends in expression by EV^Norm^. We also selected three CCl_4_-suppressed genes (IFI47, MUP18, SLC1A2) for qRT-PCR validation and confirmed the ability of EV^No*rm*^ to partially but significantly reverse their inhibited expression by CCl_4_. (Figure 4I). 

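Listed targets of the p53 transcription factor were slightly lower as a group with EV Norm. Whether they fell more than other genes depended on the correlation assumed between them. Of 15 listed p53 target genes in the table, 13 were induced by CCl_4_. With CCl_4_ + EV Norm 1 fell and none rose (5 fell when adjusted over the list alone). The gene that fell was Plk2, a stress-induced polo-like kinase, with a normalized count of 861 ± 190 (SD, n = 3) with CCl_4_, 476 ± 47.8 with CCl_4_ + EV Norm and 466 ± 10.5 with oil (log2 fold change -0.84, standard error 0.18, adjusted p = 0.0101 from limma). Cdkn1a, which encodes the cell cycle inhibitor p21, had counts of 367 ± 61.2 and 226 ± 44.9 (-0.70, standard error 0.44, adjusted p = 0.50), and Mdm2, the ubiquitin ligase of p53, had 1260 ± 97 and 997 ± 75.3 (-0.34, standard error 0.11, adjusted p = 0.103). The median log2 fold change of the 15 genes was -0.34 (fry, adjusted p = 0.00227). With an estimated correlation in camera (0.066 for this list) the adjusted p was 0.201 against the other genes. For the 13 induced members among induced genes alone it was 0.325. With the lower preset correlation of camera the adjusted p was 0.00247 against the other genes. These 13 were chosen as higher in the same CCl_4_ libraries, which favours a fall. The gene for p53 itself, Trp53, is not among the 3511 genes. The list was chosen from general knowledge of p53 targets, and its members were not compared with those of the paper's upstream regulator analysis.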

Finally, p53 – a CCl_4_-indicible tumor suppressor gene that regulates cell cycle, apoptosis, and genomic stability (Guo et al., 2013; Elgawish et al., 2015) – was ranked in first position by Ingenuity pathway analysis as a predicted upstream regulator of 40% of the EV^Norm^ DEGs (i.e., 91 of 233 genes) in CCl_4_ liver injury (Supplementary Figure 3). Consistent with this prediction, Western blot analysis of liver tissue extracts revealed that the level of CCl_4_-enhanced phospho-p53 was attenuated by EV^Norm^ (Figures 4J,K).

**FIGURE 4:**
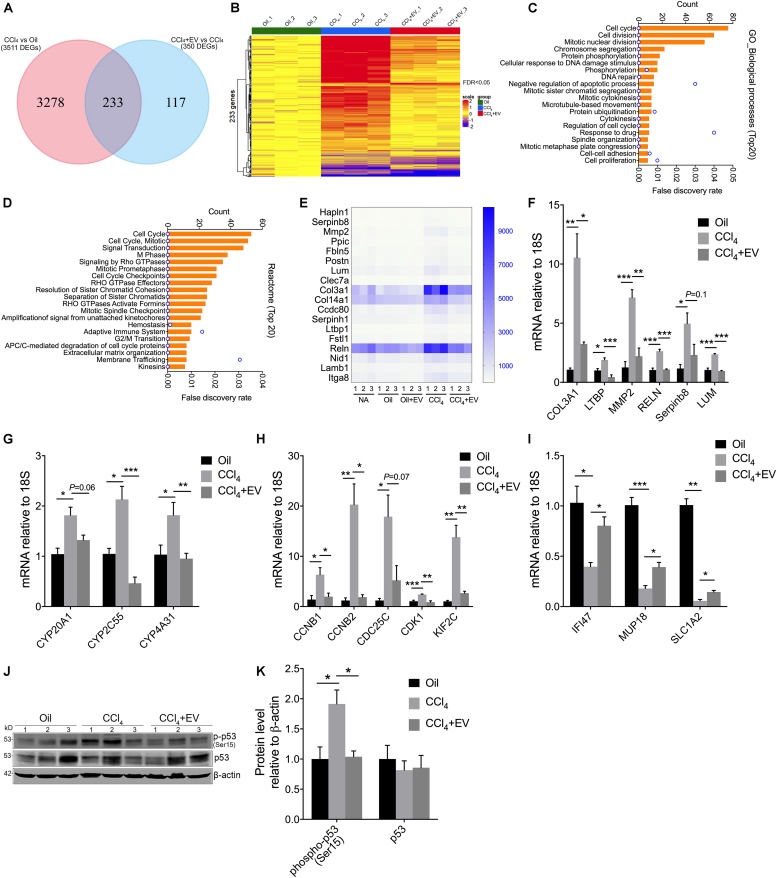
Transcriptomic changes by EV^Norm^ in long-term CCl_4_-mediated liver injury. Liver tissues from wild type Swiss Webster mice that were control or received 5 weeks of oil or CCl_4_, with or without EV^Norm^ (80 μg/25 g i.p. qod) over the last 2 weeks, were subjected to transcriptome analysis by RNA-seq as described in Methods. **(A)** Venn diagram showing DEGs between CCl_4_ vs. oil and CCl_4_ + EV^Norm^ vs. CCl_4_. **(B)** Heatmap showing pattern of expression of 233 DEGs identified in each animal of each experimental group. **(C)** Gene ontology (biological processes) analysis of the 233 DEGs showing the top 20 enriched biological processes. **(D)** Top 20 Reactome pathways of the 233 DEGs. **(E)** Heat map showing differential expression of interacting ECM-related genes identified by STRING analysis (see Supplementary Figure 2). qRT-PCR showing the effect of EV^Norm^ on either hepatic expression of CCl_4_-induced **(F)** fibrosis-related ECM genes, **(G)** cytochromes, **(H)** cell cycle-related genes, or on **(I)** CCl_4_-suppressed genes. **(J)** Liver tissue levels of total p53 or phopho-p53 detected by Western blot in light of identification of p53 by Ingenuity Pathway Analysis (Supplementary Figure 3). **(K)** Quantification of data in panel **(J)** using ImageJ. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.005.

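In each animal, the CCl_4_-responsive genes set the CCl_4_-treated mice apart from the others, as their choice on CCl_4_ against oil in these same libraries makes likely beforehand. On the first principal component of the 3511 genes, which held 60.7% of the variance, the CCl_4_ mice scored 40.9 to 50.7 and the CCl_4_ + EV Norm mice 34.6 to 38.1, against -38.6 to -32.2 with oil and -42.3 to -28.2 in untreated mice. Oil + EV Norm mice lay between, at -18.4 to -11.4. On the second component (10.2%) CCl_4_ mice scored 10.3 to 16.1 and CCl_4_ + EV Norm mice -13 to -9.1, while oil + EV Norm mice scored -23.8 to -9.1, oil mice -5.8 to 0.8 and untreated mice 3.1 to 26.7. The second component thus set untreated mice apart from oil mice as well as EV Norm mice from mice without it. DNA replication genes had median log2 levels of 1.39 to 2.13 over the oil mean in the CCl_4_ mice and 0.61 to 0.90 in the CCl_4_ + EV Norm mice. Macrophage markers were at 1.16 to 1.46 and 0.48 to 0.94, and stellate cell markers at 0.77 to 1.05 and 0.43 to 0.61. With 3 mice against 3, an exact permutation test of such medians cannot give a two-sided p under 0.1.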

### Characterization and Biological Effects of EVs From Human Hepatocytes

To substantiate that human hepatocyte EVs exert similar effects *in vitro* as their mouse counterparts, we first characterized EVs from the immortalized non-tumorigenic human HepG2 hepatocyte cell line. HepG2 cell-derived EVs purified from serum-free conditioned medium had a mean diameter of 91.2 ± 1.3 nm, with the majority of particles falling in the 50–150 nm range (Figure 5A). The EVs were positive by Western blot analysis for a variety of EV-associated proteins but the cytosol-associated protein calnexin was absent from EVs and restricted to cell lysates (Figure 5A). When incubated with activated mouse HSC *in vitro*, the HepG2 cell-derived EVs caused the transcript levels of αSMA, Col1a1 or CCN2 to be significantly suppressed (Figure 5B). To confirm that these responses were most likely attributable to the purified EVs themselves rather than a contaminant, the HepG2 cell-derived EVs were further enriched using an iodixanol gradient (Figure 5C) after which their ability to inhibit gene expression in HSC was shown to be essentially maintained (Figure 5D).

**FIGURE 5:**
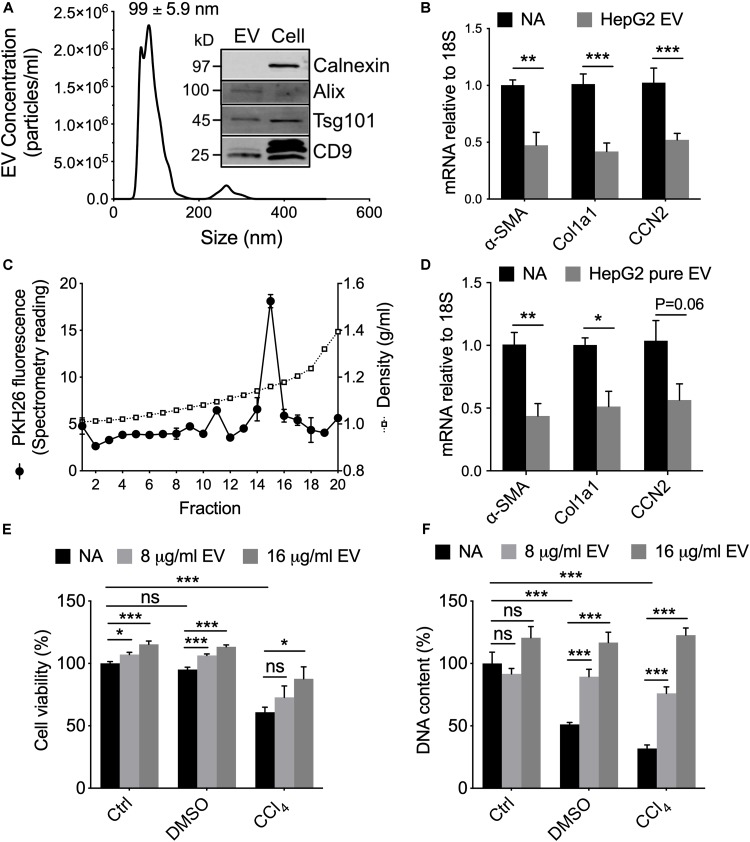
Characterization and actions of EVs from HepG2 cells. **(A)** EVs from 48-hr HepG2 cell conditioned medium (serum-free) were analyzed by NTA or Western blotting (inset, with comparison to HepG2 cell lysate; 10 μg EV or cellular protein per lane). **(B)** P3-4 mouse HSC were incubated for 42 h in the absence or presence of HepG2 cell-derived EVs (8 μg/ml) and then analyzed by RT-PCR for expression of CCN2, αSMA, or Col1a1. **(C)** PKH26-labeled EVs underwent iodixanol gradient centrifugation and **(D)** the peak fluorescent fraction was tested on mouse HSC as in panel **(B)**. **(E)** AlamarBlue viability assay or **(F)** CyQuant proliferation assay of HepG2 cells that were treated with 20 mM CCl_4_ (or 0.02% DMSO carrier) for 24 h followed by 8 or 16 μg/ml HepG2 cell-derived EVs for the following 24 h. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.005.

*In vivo* administration of fluorescently labeled EV^Norm^ in mice results in their localization to various hepatic target cells including HSC and hepatocytes (Chen et al., 2018a). Since we have shown that EV^Norm^ reverses ethanol/TNFα-mediated suppression of cell proliferation in hepatocytes (Chen et al., 2018a), we evaluated viability and proliferation of HepG2 cells that had been exposed *in vitro* to CCl_4_ (or DMSO carrier) in the presence or absence of HepG2 cell-derived EVs. The reduced viability caused by CCl_4_ was significantly and dose-dependently reversed by HepG2 cell-derived EVs (Figure 5E). Whereas DMSO caused a reduction in HepG2 cell proliferation, this was exacerbated even further by CCl_4_ but the deleterious effects of both agents was dose-dependently reversed by HepG2 cell-derived EVs (Figure 5F). HepG2 cell-derived EVs also promoted a slight but significant increase in the viability of HepG2 cells maintained under control non-injurious conditions (Figure 5E). Similar data were observed for CCl_4_-treated AML12 cells exposed to EV^Norm^ or HepG2 cell-derived EVs (data not shown).

Since HepG2 cells are an immortalized cell line, we next use PHHs as an alternative source for human hepatocyte EVs. PHH-derived EVs purified from serum-free medium were 99 ± 5.9 nm in diameter (approx. range 50–150 nm) as assessed by NTA (Figure 6A) and when analyzed by Western blot they were positive for common EV proteins but not calnexin which was present exclusively in PHH lysates (Figure 6B and Supplementary Figure 4). PHH-derived EVs were then labeled with PKH26 and incubated *in vitro* with PHHs or human LX-2 HSC in the presence or absence of CCl_4_. The number of PHHs was significantly greater in the presence of EVs under both basal conditions and after exposure of the cells to CCl_4_, the latter of which otherwise caused a ∼60% decrease in overall cell number during the 48-h experiment (Figure 6C). This outcome generally resembled the effect of EV^Norm^ or HepG2 cell-derived EVs on AML12 cells or HepG2 cells (see above). The number of LX2 cells was not significantly altered by PHH-derived EVs under normal conditions but exposure of the cells to CCl_4_ resulted in a 20% decrease in cell number that was reversed in the presence of PHH-derived EVs (Figure 6D). As compared to control cultures of each cell type, there was enhanced EV binding to the cells after their exposure to CCl_4_ (Figures 6B,C), consistent with our previously reported increased binding of EV^Norm^ to (i) ethanol-treated mouse hepatocytes *in vitro*, (ii) mouse hepatocytes recovered from fibrotic livers *in vivo*, or (iii) activated mouse HSC *in vitro* or *in vivo* (Chen et al., 2018a). PHH EVs partially or completely reversed CCl_4_-mediated alterations of CCN2, albumin or CYP7A1 expression in PHHs (Figure 6E) or of CCN2 or Col1a1 expression in LX-2 HSC (Figure 6F).

**FIGURE 6:**
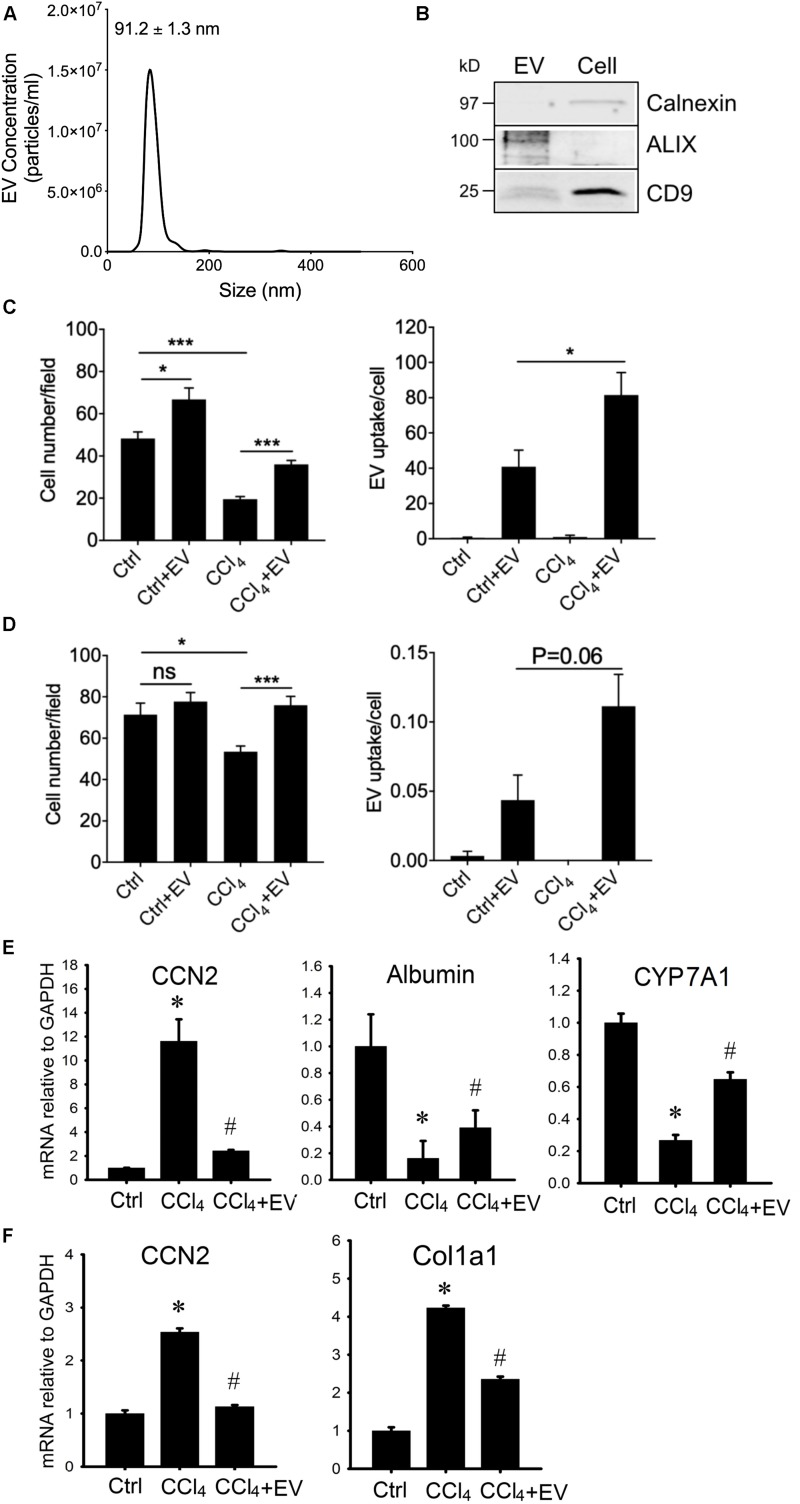
Characterization and actions of EVs from PHH. EVs present in 24-h serum-free conditioned medium from PHHs were analyzed by **(A)** NTA or **(B)** Western blotting (the latter compared to PHH lysate; 10 μg EV or cellular protein per lane; uncropped data are shown in Supplementary Figure 4). Purified PHH-derived EVs were labeled with PKH26 and incubated for 24 h with **(C)** PHHs or **(D)** LX-2 HSC that had been exposed to 20 mM CCl_4_ for the preceding 24 h. Cells were stained with DAPI and viewed using fluorescence microscopy with data quantified for total cell number (left) or the frequency of PKH26-positive cells (right). ^∗^*P* < 0.05, ^∗∗∗^*P* < 0.005. **(E)** PHHs or **(F)** LX-2 HSC were serum-starved for 12 h and then treated for 36 h with 20 mM CCl_4_ in the presence or absence of PHH-derived EVs (4 × 10^8^ particles/ml) after which mRNA was assessed by qRT-PCR. ^∗^*P* < 0.05 vs. Ctrl; #*P* < 0.05 vs. CCl_4_.

Thus, EVs from human hepatocytes restored alterations in gene expression associated with injury in human hepatocytes or fibrogenesis in human or mouse HSC.

## Discussion

The emerging field of EV biology has provided a new impetus for research of liver physiology and pathology, and virtually every hepatic cell type has now been identified as an EV producer and/or recipient cell (Lemoinne et al., 2014; Hirsova et al., 2016b; Cai et al., 2017; Maji et al., 2017; Szabo and Momen-Heravi, 2017). Unfortunately, as in other organ systems, there is a dearth of information regarding the true nature of EV signaling in the liver and between the various hepatic cell types because few models have yet to be developed that would allow their various EV populations to be either tracked from the time of their initial biogenesis in donor cells to their uptake and action in recipient cells or functionally compromised *in vivo.* Despite these limitations, accumulating evidence supports a role for liver-derived EVs in regulating hepatic function. For example mouse hepatocyte exosomes promote hepatocyte proliferation *in vitro* or after acute liver injury *in vivo* caused by ischemia reperfusion (Nojima et al., 2016). Our previous (Chen et al., 2018a) and current findings for mouse or human hepatocyte EVs show that, *in vitro*, they are anti-fibrogenic for activated HSC, and reverse ethanol- or CCl_4_-suppressed proliferation or viability or alterations in gene expression in hepatocytes. Indeed, the data presented here show that hepatocyte EVs possess therapeutic properties that are quite consistent across three hepatocyte producer cell types (AML12, HepG2, PHH) from two species of origin of EV producer cell (human, mouse) and across two target cell types (HSC, hepatocytes) from two species of origin (human, mouse).

By performing a focused analysis of fibrosis-related molecular targets and cellular processes in toxic injury *in vivo* or *in vitro*, we showed that in the liver, mouse hepatocyte EVs are anti-fibrogenic, anti-fibrotic, suppress monocyte/macrophage infiltration, dampen expression of inflammatory mediators, and restore toxin-induced changes in hepatocyte function and HSC activation. The latter two properties were also elaborated by human hepatocyte EVs in *in vitro* models suggesting that the therapeutic properties are evolutionary conserved. It is currently unclear why, in CCl_4_-treated mouse liver, EV^Norm^ appears to target the αSMA protein more efficaciously than its corresponding mRNA but this may point to the targeting of αSMA post-transcriptional regulation by the EV^Norm^ molecular payload. With respect to mRNA targets, RNA-seq analysis enabled us to undertake a comprehensive analysis of liver genes that were targeted by EV^Norm^ in mice with CCl_4_-induced hepatic fibrosis. In addition to identifying a further slate of pro-fibrogenic targets, we found that EV^Norm^ action was also associated with the altered expression of genes associated with ECM, detoxification, cell cycle/cell division, signal transduction, adaptive immunity, and membrane trafficking. Thus, the transcriptomic landscape of genes targeted by EV^Norm^ was diverse, notwithstanding the fact many were associated with p53, consistent with its level of activation being a target of EV^Norm^.

Most previous studies on hepatocyte EVs have addressed their pathogenic properties when produced by cells that are stressed, injured, infected, or tumorigenic. For example, (i) exosomes are used by HCV or HEV as a mean of egress and transmission from and between hepatocytes (Tamai et al., 2012; Ramakrishnaiah et al., 2013; Nagashima et al., 2014), (ii) HCV-infected hepatocytes produce EVs that promote T follicular regulatory cell expansion (Cobb et al., 2017) and which contain miR19a which drives HSC activation via the STAT3-TGF-β pathway (Devhare et al., 2017), (iii) EVs from HBV-infected or alcohol-treated hepatocytes stimulate macrophage activation and immune function (Momen-Heravi et al., 2015; Kouwaki et al., 2016; Verma et al., 2016), (iv) exosomes derived from CCl_4_-treated hepatocytes increase toll-like receptor three expression in HSC, leading to increased IL-17A production by γδ T cells and an exacerbation of liver fibrosis (Seo et al., 2016), (v) palmitate- or lysophosphatidylcholine-treated hepatocytes produce ceramide-enriched EVs (Kakazu et al., 2016), containing C-X-C motif ligand 10 (Ibrahim et al., 2016), are released from the cell by mixed lineage kinase 3 (Ibrahim et al., 2016) and have a broad effect on target cells including stimulation of chemotaxis and production of inflammatory mediators in macrophages (Hirsova et al., 2016a; Kakazu et al., 2016), induction of migration and tube formation in endothelial cells *in vitro* and angiogenesis in mice (Povero et al., 2013), and activation of HSC via delivery of miR-192 or miR-128-3p (Povero et al., 2015; Lee et al., 2017), and (vi) exosomes from hepatocellular carcinoma cells can either deliver receptor tyrosine kinases to monocytes which show improved survival due to activation of mitogen activated protein kinases (Song et al., 2016) or elicit heat shock protein-specific NK anti-tumor responses when the donor cells are treated with anti-cancer drugs (Lv et al., 2012). In contrast, our studies show that EVs from normal hepatocytes have distinct biological properties resulting in therapeutic outcomes for liver cell damage and fibrosis. Future studies will need to provide clarity on how fibrosis and more severe forms of liver pathology are regulated by the balance between different populations of EVs from the various intact and injured hepatic cell types. It will also be interesting to determine if endogenously released EV^Norm^, along with EVs from other hepatic cells, play a more nuanced role by intrinsically limiting hepatocellular damage and pathogenesis after injury. Along these lines, the ability of hepatocyte EVs to enhance hepatocyte function (e.g., HepG2 cell viability, PHH cell number) even under basal conditions may be attributable to the collection of EVs from cells under culture conditions that are not absolutely identical to those used for subsequent biological assays, thereby manifesting a modest therapeutic benefit.

We have recently shown that serum EVs are anti-fibrogenic and anti-fibrotic in the same *in vitro* or *in vivo* models (Chen et al., 2018b). Although high fidelity animal models to monitor hepatocyte EV release and distribution are currently lacking, emerging evidence suggests that EVs harboring hepatocyte markers are detectable in the circulation, at least in certain liver diseases (Povero et al., 2014; Rega-Kaun et al., 2019). Hence in the future it will be of interest to determine if EV^Norm^ are present in the circulation and thereby contribute to the pool of therapeutic EVs in serum. We previously identified miR-34c, -151, -483, or -532 as potential therapeutic cargo molecules in serum EVs (Chen et al., 2018b) and, while detailed studies are needed in the future, our preliminary studies have implicated some of the same miRs in EV^Norm^ (Chen et al., 2016a). That said, it is likely that additional cargo molecules in EV^Norm^ contribute to the therapeutic actions of EV^Norm^ on parenchymal and non-parenchymal liver cells, as well as on the various infiltrating cell types. Indeed, as recently emphasized (Gho and Lee, 2017), a reductionist approach to addressing this question may have a somewhat limited outcome because EVs are highly heterogeneous at both the single vesicle and systems level (cargo, EV sub-types etc.). Furthermore, we documented a broad response in cellular functions and gene expression in response to EV^Norm,^ and it is likely that multiple interacting molecules in the EV molecular payload (miRs, mRNAs, proteins) are collectively involved, both directly and indirectly. For these many reasons, a holistic approach (Gho and Lee, 2017) will need to be undertaken to comprehensively determine the molecular basis for EV^Norm^ actions. Proteomic analysis of exosomes derived from rat or mouse hepatocytes previously revealed the presence of approximately 250 proteins with enrichment for functional activities including oxidoreductase, GTPase, iron-binding, lipid binding, intracellular transport, protein folding, stress response, cellular homeostasis and lipid metabolism (Conde-Vancells et al., 2008). We speculate that the combinatorial delivery by EV^Norm^ of a similar repertoire of proteins, together with EV-derived miRs and mRNAs, underlies the net therapeutic properties of EV^Norm^.

Finally, many studies have started to emerge showing that toxic liver injury, inflammation, hepatic fibrosis and HSC activation are ameliorated by EVs produced by various stem cells (SC) including umbilical cord mesenchymal SC (Li et al., 2013; Jiang et al., 2018), adipose-derived mesenchymal SC (Qu et al., 2017), embryonic SC-derived mesenchymal stromal cells (Mardpour et al., 2018), amnion-derived mesenchymal SC (Ohara et al., 2018), pluripotent SC (Povero et al., 2019), bone marrow mesenchymal SC (Rong et al., 2019), and liver SC (Bruno et al., 2019). As this research area expands, it will be important to determine if common mechanisms in these EV populations account for their shared therapeutic effects in the liver and the extent to which there is mechanistic overlap with anti-fibrogenic EVs from differentiated cells such as either hepatocytes as reported here or quiescent HSC as reported previously (Chen et al., 2014, 2015, 2016b).

In summary, hepatocyte EVs have anti-fibrotic actions *in vivo* that are associated with attenuated HSC activation and fibrogenesis, hepatocyte recovery, reduced levels of hepatic monocytes and macrophages, and attenuated expression of inflammatory mediators, as well as regulation of genes associated with ECM, detoxification, cell cycle/cell division, signal transduction, adaptive immunity, and membrane trafficking. These novel findings show that hepatocyte EVs hold promise as an innovative therapy for acute or chronic liver injury.

## Data Availability Statement

The RNA-seq datasets generated for this study can be found in the GEO accession GSE136152.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Nationwide Children’s Hospital (Columbus, OH, United States).

## Author Contributions

XL performed the study design, acquisition and analysis of the data, figure preparation, and drafting and editing the manuscript. RC and SK performed the experiment planning, data acquisition, and manuscript editing. DB was responsible for the study concept and design, interpretation of the data, drafting and revising the manuscript, funding, and study supervision.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://geneontology.org/

2 https://david.ncifcrf.gov/

3 https://www.genome.jp/kegg/

4 https://reactome.org/

5 https://string-db.org/

How the deposited data were processed for this re-analysis (not part of the article)

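RNA of whole liver was measured in 15 mice, 3 in each of the groups untreated, oil, oil + EV Norm, CCl_4_ and CCl_4_ + EV Norm. The mice are taken as separate animals from the paper's account of its groups. From the paper's methods, libraries were made from RNA depleted of ribosomal RNA with a stranded kit and adapters with molecular identifiers (whether the identifiers were used to remove duplicate reads is not stated there), and reads were aligned with STAR 2.6.0c to GRCm38.p3, counted on Gencode M19 with featureCounts and tested with DESeq2. The submitters' processing notes name the same aligner, counter, test and genome. The deposited table gives the signal of each gene in each library, which the authors made by dividing read counts by a size factor for each library and writing the result to 1 decimal. It also holds the authors' comparison of CCl_4_ with oil: a log2 fold change with its standard error, a score (the Wald statistic of the authors' test), and a p-value with its adjusted value from the authors' DESeq2 run. The table is limited to the 3511 genes whose adjusted p from the authors was under 0.05. From the authors' p-values for CCl_4_ against oil, the adjustment ran over 17534 genes. Where results here are adjusted over 17534 genes, only the p-values of the 3511 genes were used. The other genes were taken to rank below them, so such counts are lower bounds for these p-values. The part of Supplementary Table 1 used here is the first 1880 of its 3511 gene rows, and no set test was run on it.

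Whole reads were recovered by dividing each library's values by the value of 1 read; 100% came out whole in every library within 0.05. DESeq2 on these reads gave log2 fold changes of CCl_4_ against oil with a correlation of 1 with those in the authors' deposited table across genes, and a median absolute difference of 5.2e-06. Each value carries counting error and the spread between mice, and 3 mice in a group limit the precision of each mean. Coordinates are those of the GENCODE annotation of GRCm38 supplied with the reference, which holds 3510 of the 3511 gene identifiers and names 5 of them differently; 1 row without a symbol is called by its identifier.

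The main test was limma 3.58.1 in R 4.3.3 (linear model, contrasts, empirical Bayes with a mean-variance trend) on log2(normalized count + 1) of all 15 libraries, two-sided, with Benjamini-Hochberg adjustment over the 3511 genes and a threshold of 0.05. No filter on low values was applied, and fold changes on this scale understate the change of low genes. The comparisons were CCl_4_ + EV Norm against CCl_4_, oil + EV Norm against oil, CCl_4_ against oil, CCl_4_ + EV Norm against oil, oil against untreated, and the difference between the EV Norm effects under CCl_4_ and under oil. Gene lists were fixed before the data were examined, as were the groups, the tests, the rule for naming genes and the alternatives, except for those named as added. The lists came from general knowledge of mouse liver and from the gene groups that the paper names, so lists for cell division, ECM, heat shock, cytochromes and detoxification are not independent of these samples. For each list the numbers of members past the threshold were counted, over all genes and adjusted over the list alone. Fry and camera from limma were run over the lists of at least 4 members. Camera was run with a preset and with an estimated correlation between genes, and the latter is given unless stated. The preset lies below the estimates and gave smaller p-values for CCl_4_ + EV Norm against CCl_4_. A Fisher exact test of the calls, which takes genes as independent, was also run and is not given. The rule named every mouse gene of the paper's expression work, the 10 largest falls and rises of CCl_4_ + EV Norm against CCl_4_ and the 5 largest each way of other comparisons among genes past the threshold whose 3 values all lay beyond those of the other group and whose mean count was at least 10 in the higher group, and up to 4 members of each list. About 20 gene rows of Supplementary Table 1 had been seen when it was written. Genes named by count or family outside the rule were chosen after their values were seen. Results for 1 of the lists and for some genes that the rule selects are not reported here.

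Replicate numbers 1 to 3 are shared by all groups, and neither the paper nor the labels say what a number marks. Deviations from the group means correlated between same-numbered CCl_4_ and CCl_4_ + EV Norm mice at 0.23, 0.18 and 0.17, and each of the 6 mice correlated best with its own number, and the replicate number was therefore used as a block among the alternatives, while the main test has no block. For oil against oil + EV Norm the values were 0.06, -0.06 and 0.04, and the numbers do not pair these mice. The alternatives were a pseudocount of 0.5 or 5, a mean count of at least 10, no trend or a robust prior, only the groups compared, the replicate number as a block, edgeR 4.0.16 (quasi-likelihood) or DESeq2 1.42.0 on the recovered reads, TMM or median-of-ratios factors computed over the table, adjustment over 17534 genes, and each library left out in turn. In data simulated from the means and spreads of these libraries for CCl_4_ + EV Norm against CCl_4_, with 100 of 3511 genes changed 2-fold and 100 changed 4-fold, limma recovered 64% and 95% of them with 5 false calls, edgeR 66% and 96% with 7, and DESeq2 72% and 95% with 12. Splits of the libraries into other groups, and simulated groups without an EV Norm effect (100 sets), were used to see what chance and shared libraries give. The RT-PCR, imaging, Western blot and cell culture experiments were not analysed here.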

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

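Several tests were chosen only after the result was seen: the test of RNA from CCl_4_-treated liver, the comparison of oil + EV Norm with untreated mice, the covariances without a shared library, the fits with oil replicates 2 and 3 counted as 1, the simulation with both taken from 1 animal, the numbers of genes in simulated sets, and the covariance without mitosis genes. Further tests, of scaling between libraries and of splits of the oil mice with the CCl_4_ mice in their own groups, were dropped because they could not have told the explanations apart.

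An interaction term in limma, for the EV Norm effect under CCl_4_ less that under oil, passed for 69 genes, 67 of them lower and 66 of these CCl_4_-induced. Of these, 47 belong to the 98 genes of mitosis and cell division (90 when adjusted over the list alone; fry, adjusted p = 0.00156; with an estimated correlation in camera, adjusted p = 0.0514). The median log2 fold change of these 98 genes with EV Norm was -2.21 under CCl_4_ and 0.41 under oil (fry, adjusted p = 0.349 under oil); under oil it rested mostly on replicate 1, as the 3 oil + EV Norm mice stood at 1.13, 0.29 and -0.15 over the oil mean. Kif2c, for instance, had a log2 fold change with EV Norm of -3.13 under CCl_4_ and 1.62 under oil, a difference of -4.75 (standard error 0.78, adjusted p = 0.00748). All 98 mitosis genes were chosen as higher with CCl_4_ than with oil in these libraries (median log2 fold change 3.07). That choice favours a fall under CCl_4_ and a rise under oil, and their lower level with oil leaves less to fall there. Of 100 splits of the EV Norm labels within CCl_4_ and within oil mice, 3 called at least as many genes, the real one included, and the highest of the others called 86. The 3 of 100 are set by the CCl_4_ mice, since 9 of the splits drawn kept their groups and the others called at most 2 genes. Splits that kept the CCl_4_ groups but mixed the oil labels called 86 and 81 genes, more than the real one. Chance is therefore not excluded for a difference between the EV Norm effects. The splits thus do not test the labels of the oil mice on their own. In 100 simulated sets without an EV Norm effect the term passed for 0 to 2 genes, also with oil 2 and 3 from 1 animal. At an unadjusted p under 0.05 it had 447 genes, against 253 to 336 in these sets, but within the 348 to 458 of the sets with oil 2 and 3 from 1 animal. The sets draw each gene independently, so that their ranges are narrower than those of genes that vary together. The count was 29 without oil replicate 2, 41 without oil replicate 3 and 38 with both counted as 1, 26 without oil + EV Norm replicate 1, 42, 27 and 20 without CCl_4_ + EV Norm replicates 1, 2 and 3, and 21 and 27 without CCl_4_ replicates 1 and 2. The paper does not test this difference.

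In oil-treated mice, whose transcriptome the paper shows in its heatmap without testing it, EV Norm changed 8 genes, 5 higher and 3 lower. All of them went in the direction of the CCl_4_ change, which the shared oil libraries and the choice of genes favour. The simulated sets gave 0 to 2 genes, or 0 to 6 with oil 2 and 3 from 1 animal, so the 8 lie close to what no EV Norm effect can give. At an unadjusted p under 0.05 there were 761, against 207 to 278 in the simulated sets, or 398 to 491 with oil 2 and 3 from 1 animal, with the same limit. The 3 that fell were the chaperone genes Dnajb1 (log2 fold change -1.04, adjusted p = 0.0211) and Hspa8 (-0.80, adjusted p = 0.0491) and Cavin2 (-0.73, adjusted p = 0.0491). Those that rose included the pseudogenes or unconfirmed transcripts Gm11839, Gm47324, Gm37956 and Gm37058. The count was 1 without oil replicate 1, 0 without oil replicate 2 or 3, 20 without oil + EV Norm replicate 1, and 0 without oil + EV Norm replicate 2 or 3. It was 105 by DESeq2 (77 higher, 28 lower), 24 with the replicate block (16 higher, 8 lower), 1 by edgeR (0 higher, 1 lower) and 5 with only the groups compared (0 higher, 5 lower, 1 of them among the 8). The 10 splits of 3 against 3 are too few for a share under 0.05; 1 called as many, the real one, and the highest of the others called 0.

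Oil differed from untreated liver in 32 genes, 25 higher and 7 lower with oil (524 at an unadjusted p under 0.05), a comparison that the paper does not make. Without untreated replicate 2 the count was 334 (88 higher, 246 lower), without untreated replicate 3 it was 20 and without oil replicate 2 it was 21. The 10 splits are again too few for a share under 0.05, with 1, the real one, calling as many and the highest other at 1.

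The same number of splits, 1 of 10, called as many genes as the real one for CCl_4_ + EV Norm against CCl_4_ (199, highest other 2), CCl_4_ against oil (3501, highest other 0) and CCl_4_ + EV Norm against oil (2947, highest other 0), which is too few for a share under 0.05 in each. For CCl_4_ + EV Norm against CCl_4_, 4 of the 10 splits part all 3 same-numbered pairs, and the highest of the other 3 called 0.

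Oil replicates 2 and 3 were closer than any other 2 libraries of a group. Of 23 genes that ranged over more than 3 on the log2 scale within at least 2 of the other groups, 95.7% differed by less than 1 between oil 2 and 3. The share was 60.9% for oil 1 and 2 and 47.8% for oil 1 and 3. It was 26.1 to 69.6% in pairs of the other groups, where the choice of genes itself lowers it. Oil 2 and 3 may thus come from 1 animal or 1 RNA sample. The value of 95.7% rests on few genes and lies just above the bound of 95% set for it. The reads of oil 2 and 3 also differed by more than sampling noise (16% of genes past a p of 0.05), so that closely alike mice remain possible. If 1 animal lies behind both, n for oil is 2, and the counts with both as 1 were 0 genes for EV Norm in oil, 3461 for CCl_4_ and 184 for EV Norm in CCl_4_-treated mice. No biological explanation was tested.

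In oil-treated mice EV Norm moved the CCl_4_-responsive genes in the direction that CCl_4_ moves them, with a median log2 fold change of 0.31 over induced and -0.24 over suppressed genes, and a covariance with the CCl_4_ change of 0.444. Both comparisons share the oil libraries, and simulated oil mice without an EV Norm effect gave a covariance of 0.174 to 0.242, or 0.248 to 0.32 with oil 2 and 3 from 1 animal. Against untreated mice, which share no library with the CCl_4_ comparison, the covariance was 0.283. It was above 0 in all 9 pairs of mice (0.121 to 0.512), but these pairs reuse the same mice and are not independent. The values argue against shared oil libraries as the whole cause, although oil itself may differ from untreated liver. RNA of CCl_4_-treated liver mixed into these libraries would raise induced ECM genes too, but the median of these 54 genes was -0.21 (-0.38 to -0.09 in the 3 mice), which argues against it unless EV Norm lowered ECM genes at the same time. A response of oil-treated liver to EV Norm and a difference in handling between the groups were not tested.

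In CCl_4_-treated mice the EV Norm change ran against the CCl_4_ change, with a covariance of -0.377 and a correlation across genes of -0.444. The CCl_4_ libraries enter both, and the genes were chosen on them; simulated CCl_4_ mice without an EV Norm effect gave -0.193 to -0.132 (-0.203 to -0.128 with oil 2 and 3 from 1 animal), and about 180 to 237 of the 3511 genes in a simulated set (59 to 95 with oil 2 and 3 from 1 animal) did not meet the authors' threshold, which is a limit of that simulation, as is the drawing of each gene independently. With 1 CCl_4_ library used for the EV Norm change and the other 2 for the CCl_4_ change, the mean covariance was -0.326 (-0.401 to -0.196), though the genes were still chosen on all 3. Shared libraries alone did not give the observed value in these sets, yet part of it may come from them. Without the mitosis genes the covariance was -0.224, where simulated sets gave -0.199 to -0.136 (-0.209 to -0.134 with oil 2 and 3 from 1 animal). The part of the CCl_4_ change left for mitosis genes was 30.6% ± 6.1, where simulated sets gave 94.8 to 103%. This SD is over the 3 CCl_4_ + EV Norm mice, with the CCl_4_ and oil means held fixed.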

How the results depend on the processing

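The fits with oil replicates 2 and 3 counted as 1, with the replicate block in the CCl_4_ and CCl_4_ + EV Norm libraries only, and with DESeq2 adjusted over 17534 genes were chosen only after the result was seen. None of 35 named genes reversed its direction for CCl_4_ + EV Norm against CCl_4_ under 18 alternatives. The settings of trend, prior, groups compared, replicate block and number of genes adjusted over leave the limma fold change as it is, and could not reverse it. Some of the genes were also named because their 2 groups did not overlap. For EV Norm in CCl_4_-treated mice (199 genes), DESeq2 gave 306, adjustment over 17534 genes 84, and the replicate block in the 2 groups 301; the planned replicate block gave 214, edgeR 248 and DESeq2 adjusted over 17534 genes 205, and leaving out 1 library gave 94 to 151. Induced genes lowered (158) were 76 over 17534 genes and 81 to 126 with a library left out. Suppressed genes raised (14) were 27 with only the groups compared, 31 by DESeq2, 4 over 17534 genes, 29 with the block in the 2 groups, and 7 to 13 with a library left out. For EV Norm in oil-treated mice (8), the counts were 2 with a pseudocount of 5, 5 with only the groups compared, 24 with the replicate block, 1 by edgeR, 105 by DESeq2, 20 with median-of-ratios factors, 0 over 17534 genes, 0 with oil 2 and 3 as 1, and 0 to 20 with a library left out. For oil against untreated (32) they were 17 with only the groups compared, 90 by DESeq2, 19 over 17534 genes, 19 with oil 2 and 3 as 1, and 20 to 334 (334 without untreated replicate 2). For the interaction (69) they were 114 with a pseudocount of 5, 111 with only the groups compared, 134 by DESeq2, 11 over 17534 genes, 38 with oil 2 and 3 as 1, and 20 to 87. Over 17534 genes, 43 mitosis and 5 ECM genes fell; with a library left out, 41 to 68 and 5 to 10 fell and 3 to 5 cytochromes changed. With a library left out, CCl_4_ against oil (3501) gave 3244 to 3426 genes and CCl_4_ + EV Norm against oil (2947) 2629 to 2756. The part of the CCl_4_ change left was 97% with TMM and 96.6% with median-of-ratios factors for induced genes (main value 92.4%), and with a library left out 88.7 to 95.5% for induced, 103.3 to 118.3% for suppressed and 97.5 to 108.1% for all genes. Factors computed over the table moved the share of higher calls for EV Norm in oil from 62.5% to 85.7% (TMM) or 85% (median of ratios), for CCl_4_ against oil from 48.7% to 55.4% or 59.4% and for CCl_4_ + EV Norm against oil from 45.3% to 55.4% or 56.9%. They moved the median of all genes from -0.316 to -0.134 or -0.107 for CCl_4_ against oil and from -0.227 to 0.001 or 0.021 for CCl_4_ + EV Norm against oil. The replicate block changed the calls of fry given for cytochromes and other detoxifying enzymes, and that for gluconeogenesis genes (adjusted p = 0.0204 against 0.115; 0.55 with an estimated correlation in camera and no block), and lost that for macrophage markers (0.0581 against 0.0441). With oil 2 and 3 as 1, fry lost proteases and macrophage markers (adjusted p = 0.0533). Of 35 named genes, 17 stayed past or short of the threshold over 17534 genes and 18 dropped below it, and with a library left out 10 to 15 dropped below it. Adjustment over more genes lowers a count by construction. Leaving out a library leaves fewer mice in its group, which by itself tends to lower counts. A fall without a given mouse therefore does not alone show that a result rests on that mouse. The cause of the other shifts was not tested. With 3 mice in a group and the depth of these libraries, limma recovered 64% of simulated 2-fold changes.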

Differences from the paper's values

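None of the paper's counts differed from the values here by over 1.5 times in the main setting: the paper's 3511, 233, 191 and 42 genes stand beside 3501, 199, 162 and 37 at the same threshold of 0.05, here adjusted over the 3511 genes of the table. The 3501 could hardly differ, since the table holds only genes that the authors called in that comparison. The nearest counts to the paper's 233 were 241 with a pseudocount of 5 and 248 by edgeR. By DESeq2, the authors' test, adjusted over 17534 genes the count was 205, and by limma adjusted over 17534 genes it was 84. Both are lower bounds, since the genes outside the table were taken to rank below those in it. DESeq2 over the table changed 306 genes, with 67 suppressed ones against the paper's 42.

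The paper states that EV Norm lowered hepatic Col1a1 mRNA by RT-PCR, whereas Col1a1 had a log2 fold change of -0.39 (adjusted p = 0.793) by sequencing and passed the threshold in 0 of 18 settings. The paper reports lower Cyp4a31 mRNA with EV Norm by RT-PCR; here the change was -2.14 (adjusted p = 0.149), past the threshold in 2 of 18 settings, by edgeR (adjusted p = 0.0413) and by DESeq2 (0.016), and up to 0.744 in the others. Cdc25c, which the paper reports as lower without passing its test, had a change of -2.37 (adjusted p = 0.0603) and passed in 5 of 18 settings, namely a pseudocount of 5, only the groups compared, the replicate block, edgeR and DESeq2 (0.0011 to 0.301 over the 18). Serpinb8, also short of the threshold in the paper's RT-PCR, fell here (-1.48, adjusted p = 0.0119) and passed in 14 of 18. The paper reports higher CCN2 protein with CCl_4_, while the mRNA, Ccn2, was lower with CCl_4_ than with oil (log2 fold change -1.18, standard error 0.40, adjusted p = 0.0109) and did not pass the threshold for EV Norm (-0.58, adjusted p = 0.555; 0 of 18 settings). Acta2 and Cyp20a1, and Timp1, Ccl3, Ccl5, Ccl12 and Trem1 from the paper's shorter injury model, are not among the 3511 genes. The interaction clusters of the paper hold 18 ECM, 6 heat shock, 7 cytochrome and 8 other detoxifying genes, and the lists here, which follow gene groups that the paper names, had 14, 6, 6 and 7 changed members. The cell cycle cluster of the paper is larger (128 genes) than the mitosis list here (74 of 98 lowered), and their membership was not compared. The other genes of the paper's RT-PCR on this model, Col3a1, Ltbp1, Mmp2, Reln, Lum, Cyp2c55, Ccnb1, Ccnb2, Cdk1 and Kif2c, were lower with EV Norm here as in the paper, and Ifi47, Mup18 and Slc1a2 were higher as in the paper, each at an adjusted p under 0.05 from limma. Of these, Col3a1, Ltbp1 and Mup18 passed in 11 of 18 settings, Ifi47 in 9 and the others in all 18.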

Other observations

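The lists and comparisons of this part were fixed beforehand; the grouping of genes on chromosome 2 and the choice of what to describe came only after the result was seen. Of the 36 heat shock genes and chaperones, 6 fell with EV Norm under CCl_4_ and 2, Dnajb1 and Hspa8, under oil (11 when adjusted over the list alone; 15 at an unadjusted p under 0.05; 1 by edgeR and 4 by DESeq2). Under oil the fry adjusted p for the whole list was 0.0502, just short of the threshold. In camera the adjusted p was 0.777 with an estimated correlation (0.25) and 1.56e-06 with the lower preset one. A shift of the whole list was therefore not settled under oil. By limma no gene of the table passed under oil without oil replicate 2 or 3 or oil + EV Norm replicate 2 or 3. The count of Dnajb1, a co-chaperone of Hsp70, was 1366 ± 219 (SD, n = 3) with oil, 661 ± 78.4 with oil + EV Norm, 530 ± 46.7 with CCl_4_ and 322 ± 36.4 with CCl_4_ + EV Norm. A difference between both settings was not shown by the interaction term for Dnajb1 (0.32, adjusted p = 0.586) or Hspa8 (-0.44, adjusted p = 0.392).

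Some genes that differ between male and female mouse liver also changed. Of 24 male-biased genes, all of them lower with CCl_4_, 3 rose with CCl_4_ + EV Norm (Cyp4a12a, Cyp4a12b and Mup14; 3 when adjusted over the list alone; fry, adjusted p = 0.115). Of 12 female-biased genes, 10 of them higher with CCl_4_, 2 fell (Cyp2b10, to below its oil level, and Cyp2c38, which was below it already; 5 when adjusted over the list alone; fry, adjusted p = 0.010; with an estimated correlation in camera, adjusted p = 0.203). Of 12 major urinary protein genes, 3 rose (3 when adjusted over the list alone; fry, adjusted p = 0.0791). Of 8 cholangiocyte and progenitor markers, all higher with CCl_4_, Afp fell (2 when adjusted over the list alone; fry, adjusted p = 0.311), and its interaction term was -3.44 (adjusted p = 0.0206). Of 19 interferon-stimulated genes, Herc6 (0.51) and Ifi47 rose and Gm1966 fell (the same numbers when adjusted over the list alone, with a fry adjusted p of 0.646). With the replicate number as a block, 2 male-biased, 2 major urinary protein and 1 interferon-stimulated gene rose. Of 7 chemokines, cytokines and receptors, Ccl9 fell (-0.82, adjusted p = 0.0105; 1 when adjusted over the list alone; fry, adjusted p = 0.282). The clock list held Wee1, a kinase that holds back mitosis, which fell (-1.22, adjusted p = 0.012).

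Of 19 pericentral hepatocyte genes Slc1a2 rose and Cyp2a5 and Gstm3 fell (1 and 6 when adjusted over the list alone; fry, adjusted p = 0.0882), and of 8 periportal genes Aldh1b1 fell (-0.83; 1 when adjusted over the list alone; fry, adjusted p = 0.807). By limma 0 genes passed for bile acid synthesis and transport (10 genes, 2 at an unadjusted p under 0.05), cholesterol synthesis (6 genes, 0), fatty acid synthesis (8 genes, 2), fatty acid oxidation and ketogenesis (11 genes, 2), the urea cycle and amino acid catabolism (15 genes, 3), gluconeogenesis (7 genes, 3), plasma proteins and hepatocyte identity (21 genes, 2), immediate early genes (8 genes, 0) and endothelial markers (4 genes, 1). Adjusted over the list alone, 1 gluconeogenesis gene fell and 0 genes of the other lists passed. With the replicate number as a block 1 gluconeogenesis gene fell over all genes (fry, adjusted p = 0.0204, against 0.115 without the block; with an estimated correlation in camera and no block, adjusted p = 0.55), and 0 genes of the other lists. Here edgeR and DESeq2 each called 1 gene of fatty acid synthesis and 1 of fatty acid oxidation, DESeq2 called 1 of gluconeogenesis, and both called 0 in the rest. The erythroid and pancreatic lists held 1 gene each, neither past the threshold, and no neutrophil marker is among the 3511 genes.

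Between oil and untreated mice, Cyp2a5 was 1814 ± 378 with oil and 257 ± 81.6 in untreated liver (log2 fold change 2.84, adjusted p = 0.00166), and Cish, a feedback inhibitor of cytokine and growth hormone signalling, was 780 ± 120 and 68.1 ± 49.5 (3.98, adjusted p = 0.00795). The ECM genes Col4a5 (-1.08), Ppic (-1.08) and Eln (-1.56) were lower with oil, 9 of 60 when adjusted over the list alone. Of the 32 genes, 6 are zinc finger genes or related pseudogenes on chromosome 2 of GRCm38 between the start of Gm14399 at 175129493 and the end of Gm14403 at 177509763. Gm14421 (5.85), Gm14419 (4.46), Zfp970 (3.23), Gm14410 (2.55) and Gm14403 (2.22) were higher with oil and Gm14399 (-2.46) was lower, and these copies can share reads. In oil + EV Norm mice Zfp970 was 3686 ± 2250, against 7862 ± 388 with oil and 903 ± 453 in untreated mice. Gabra3 was listed at 0 in all oil libraries and at 51.2 ± 5.45 in untreated mice.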
